# *Smad4* restricts injury-provoked biliary proliferation and carcinogenesis

**DOI:** 10.1242/dmm.050358

**Published:** 2024-02-28

**Authors:** William B. Alexander, Wenjia Wang, Margaret A. Hill, Michael R. O'Dell, Luis I. Ruffolo, Bing Guo, Katherine M. Jackson, Nicholas Ullman, Scott C. Friedland, Matthew N. McCall, Ankit Patel, Nathania Figueroa-Guilliani, Mary Georger, Brian A. Belt, Christa L. Whitney-Miller, David C. Linehan, Patrick J. Murphy, Aram F. Hezel

**Keywords:** Cholangiocarcinoma, Biliary epithelium, Murine models of liver injury, TGFβ/SMAD4, Methylation

## Abstract

Cholangiocarcinoma (CCA) is a deadly and heterogeneous type of cancer characterized by a spectrum of epidemiologic associations as well as genetic and epigenetic alterations. We seek to understand how these features inter-relate in the earliest phase of cancer development and through the course of disease progression. For this, we studied murine models of liver injury integrating the most commonly occurring gene mutations of CCA – including *Kras*, *Tp53*, *Arid1a* and *Smad4* – as well as murine hepatobiliary cancer models and derived primary cell lines based on these mutations. Among commonly mutated genes in CCA, we found that *Smad4* functions uniquely to restrict reactive cholangiocyte expansion to liver injury through restraint of the proliferative response. Inactivation of *Smad4* accelerates carcinogenesis, provoking pre-neoplastic biliary lesions and CCA development in an injury setting. Expression analyses of *Smad4*-perturbed reactive cholangiocytes and CCA lines demonstrated shared enriched pathways, including cell-cycle regulation, MYC signaling and oxidative phosphorylation, suggesting that *Smad4* may act via these mechanisms to regulate cholangiocyte proliferation and progression to CCA. Overall, we showed that TGFβ/SMAD4 signaling serves as a critical barrier restraining cholangiocyte expansion and malignant transformation in states of biliary injury.

**Research Simplified**

Cholangiocarcinoma, the cancer of bile ducts in the liver, is one of the deadliest cancers. This is mostly because it is often only diagnosed once the disease has already spread throughout the body; it also responds poorly to treatment. Gaining a better understanding of how the cancer develops can lead to earlier diagnosis and improved therapies that will save patients' lives.

To better understand the cause of cholangiocarcinoma, the authors of this study studied the relationship between the inactivation of several genes and injury to the liver. Among these genes, SMAD4 stood out. This gene encodes a protein that transmits signals in the cell to its nucleus to coordinate a response that prevents cells from growing too fast. This means that inactivation of SMAD4 will result in overgrowth of cells in the liver. The authors found that when inactivation of SMAD4 is combined with liver injury, it causes the tissue to become cancerous.

This study offers an important piece in the puzzle of what causes cholangiocarcinoma. Investigating this further could help doctors diagnose cholangiocarcinoma earlier and help researchers develop effective treatments to reduce the devastating impact of this rare cancer.

## INTRODUCTION

Cholangiocarcinoma (CCA) is a lethal malignancy due to its resistance to chemotherapies and its frequent late-stage diagnosis. Risk factors for CCA include conditions associated with biliary tract injury, including primary sclerosing cholangitis, hepatolithiasis and infection by liver flukes, as well as conditions associated with hepatocellular injury, cirrhosis and viral hepatitis (Banales et al., 2016; Llovet et al., 2016). The mutational spectrum of CCA includes mutations in *TP53*, *KRAS*, *IDH1* and *IDH2*, *SMAD4*, and *ARID1A* (Chan-On et al., 2013; Jusakul et al., 2017; Nakamura et al., 2015). Several studies have identified distinct mutational signatures related to the disease etiology, including enrichment of *SMAD4* and *TP53* mutations in subsets of CCA associated with infection by liver flukes. These observations highlight how inciting risk factors may influence tumor evolution and suggest that some mutations may be uniquely advantageous to tumor development in such settings.

SMAD4 functions as the central downstream mediator of the TGFβ superfamily, a class of related proteins including TGFβs and BMPs, which play critical roles in development, tissue homeostasis and cancer (Ikushima and Miyazono, 2010; Wakefield and Hill, 2013; Wu and Hill, 2009). Genetic disruption of the TGFβ/SMAD4-signaling axis cooperates with *Pten* deletion to promote hepatic oncogenesis; however, *Pten* mutations are uncommon in CCA and even less frequently associated with mutations in TGFβ/SMAD4 components (Mu et al., 2016; Xu et al., 2006). How *SMAD4* interacts with common mutations found in human CCA, and what role injury plays in this process, are unknown. In the present study, we established a unique role for *Smad4* in suppressing biliary proliferation in response to injury and linked this to its action as a tumor suppressor in multiple autochthonous mouse models based on *Kras* and *Tp53* mutations. Finally, we demonstrated that *Smad4* may function at the epigenetic level to regulate genomic methylation patterns.

## RESULTS

### *Smad4* uniquely suppresses cholangiocyte proliferation in response to injury

A hallmark response of the liver to a variety of acute and chronic injuries is the ductular reaction, recognized as a proliferative expansion of cholangiocytes around the portal triad (Jors et al., 2015; Stanger, 2015). Moreover, these reactions are frequently identified in human tissue in association with CCA and are the earliest events found in genetically engineered mouse models of the disease (Endo et al., 2002; Saha et al., 2014). These observations suggest ductular reactions represent a premalignant state that is susceptible to transformation when affected by additional oncogenic hits (Zhu et al., 2016).

Given biliary injury is a risk factor for CCA, we evaluated how commonly mutated genes in CCA, including *SMAD4*, *TP53*, *ARID1A* and the proto-oncogene *KRAS*, impact the ductular reaction. The *Alb-Cre* allele was employed to generate liver specific mutations – deletion of *Tp53*, *Smad4* or *Arid1a*, as well as expression of constitutively active *Kras^G12D^* (*n*=3-4 mice per cohort) – followed by 2 weeks of dietary 3,5-diethoxycarbonyl-1,4-dihydrocollidine (DDC) to provoke biliary injury through the accumulation of ‘porphyrin plugs’ (Fig. 1A) (Hill et al., 2018a). *Kras^G12D^* had no discernible impact on ductular reaction size, whereas *Arid1a* and *Tp53* deletions modestly suppressed ductular reaction. *Smad4* deletion led to a striking expansion of the biliary compartment (Fig. 1A-C). Porphyrin plug burden was comparable between experimental and control livers (Fig. S1A). Mechanical injury with bile-duct ligation (BDL) demonstrated a similar ductular expansion in the *Smad4^del^* cohort, albeit with a wider range of responses, likely due to the variable effect of ligation (Fig. S1B). Consistent with TGFβ pathway engagement in the injured liver, DDC-injured livers demonstrated increased expression of TGFβ ligands, and increased cytoplasmic and nuclear staining for phosphorylated (phospho)-SMAD2, indicating pathway activation (Fig. S1C,D). Thus, among the most frequently mutated genes in CCA, *Smad4* has a unique role in suppressing injury-induced ductular reaction.

**Fig. 1.**
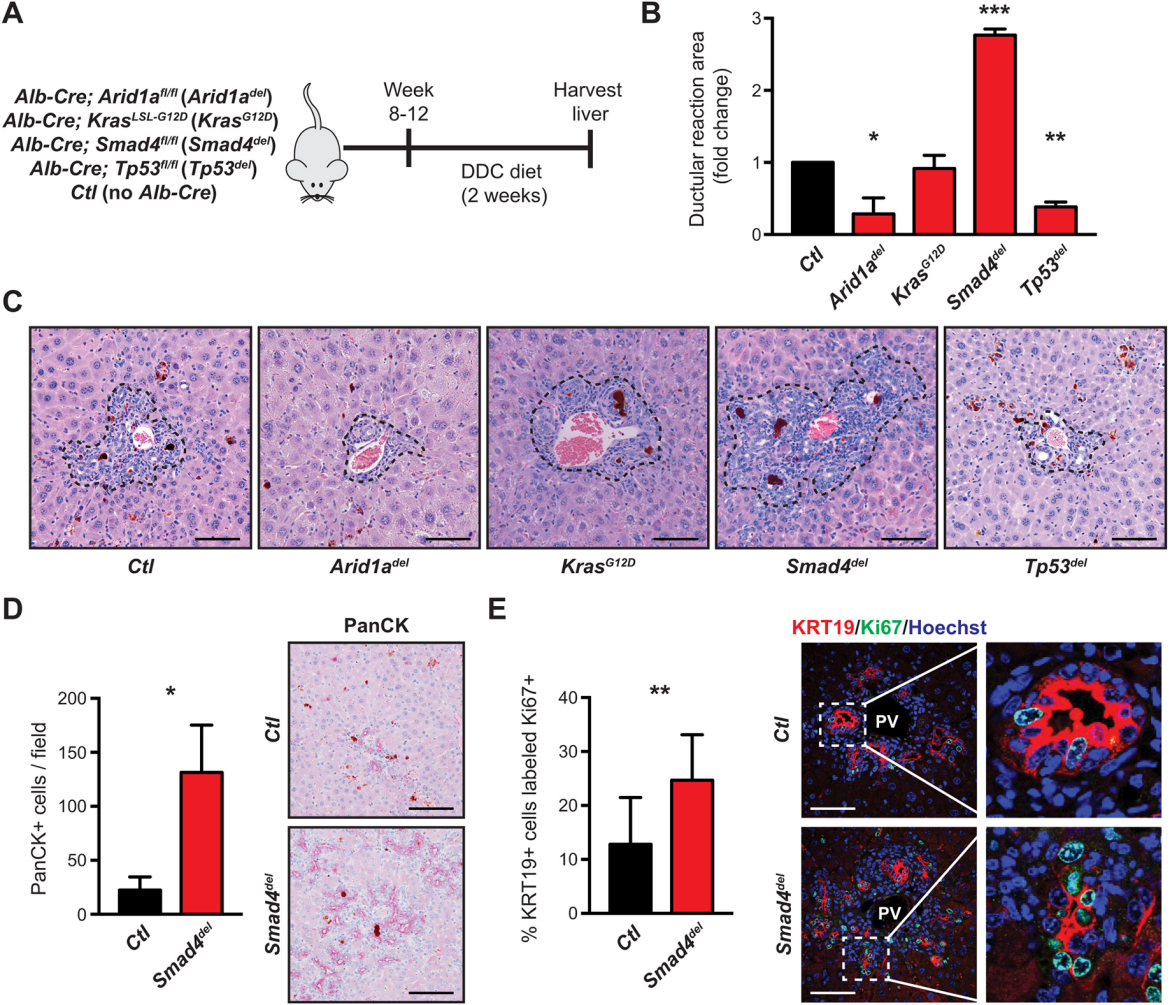
***Smad4* suppresses cholangiocyte proliferation in response to injury.** (A) Generation of compound mutant mice carrying *Alb-Cre* and *Arid1a^fl/fl^* (*Arid1a^del^*), *Kras^LSL-G12D^* (*Kras^G12D^*), *Smad4^fl/fl^* (*Smad4^del^*) or *Tp53^fl/fl^* (*Tp53^del^*). Experimental and control cohorts [no *Alb-Cre*, (*Ctl*)] were put on a DDC diet for 2 weeks and their livers were harvested, *n*=3-4 mice per cohort. (B) Quantification of the ductular reaction area of the experimental cohorts compared to the control cohort as outlined in A, showing *Smad4^del^* with a significant expansion of the biliary compartment. (C) Representative images of ductular reactions (surrounded by dashed lines), magnified 200×. (D) Quantification of reactive cholangiocytes (identified as PanCK+) in *Smad4^del^* and *Ctl* livers demonstrating more reactive cholangiocytes in the DDC-injured *Smad4del* livers compared to that of *Ctl*. Three random images per mouse (magnified 100×) were used for quantification. Representative ductular reactions are shown on the right. (E) Quantification of proliferating cholangiocytes (KRT19+ and Ki67+) in *Smad4^del^* and *Ctl* livers revealing more proliferative cholangiocytes in DDC-injured *Smad4del* livers compared to that of *Ctl*. For quantification, three random portal fields per mouse were aggregated by genotype. Representative images (magnified 100×) are shown; boxed areas are shown enlarged on the right. *P<0.05, **P<0.01, ***P<0.0001; scale bars: 50 µm (C) and 100 µm (D,E).

The ductular reaction consists of a proliferative expansion of reactive cholangiocytes accompanied by fibrogenic and immune responses. While hepatocytes may contribute to the cholangiocyte population in certain contexts, pre-existing cholangiocytes are the principal cellular source of reactive cholangiocytes in the liver (Jors et al., 2015; Schaub et al., 2018; Yanger et al., 2013). Consistent with this, DDC-injured *Smad4^del^* livers harbored more reactive cholangiocytes (PanCK+) than controls (*Ctl*) (Fig. 1D) and these were also more proliferative (KRT19+/Ki67+) (Fig. 1E). Digestion and flow sorting of livers following control (*n*=3/cohort) or DDC diet (*n*=6/cohort) for general leukocytes revealed no significant difference between *Ctl* and *Smad4^del^* livers (Fig. S2A). We further investigated if *Smad4* deletion impacted recruitment of inflammatory monocytes/macrophages – the most common immune cells in ductular reactions and CCA and a promising therapeutic target – and, again, we found no significant difference of recruitment of monocytes/macrophages between *Ctl* and *Smad4^del^* livers following control diet or DDC diet (Fig. S2B) (Banales et al., 2016). Similarly, granulocyte recruitment was not impacted (Fig. S2B), and examination of the fibrogenic response, including myofibroblasts (αSMA+) and collagen content (staining with Sirius Red), showed no statistically significant differences in myofibroblast and collagen content (Fig. S2C,D). As *Smad4* has previously been implicated in the apoptotic response, the level of cleaved (i.e. activated) caspase 3 (CC3+) was evaluated, showing no significant difference between *Ctl* and *Smad4^del^* cohorts (Fig. S2E) (David et al., 2016).

### Gene set enrichment analysis of *Smad4*-perturbed reactive cholangiocytes implicates *Smad4* in proliferative, metabolic and inflammatory pathways

To understand the processes regulated by *Smad4* within reactive cholangiocytes, *Ctl* and *Smad4^del^* mice (*n*=5/cohort) were provided a DDC diet for 2 weeks (see Materials and Methods). 

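RNA was sequenced from reactive cholangiocytes, the bile duct lining cells that multiply when the liver is injured, of 5 *Ctl* mice and 5 *Smad4 del* mice. The labels give the *Ctl* mice as *Smad4 wt/wt* without naming Cre, and the paper as mice without *Alb-Cre*. By the paper the cohorts therefore also differ in Cre, and an effect of Cre itself was not tested. Whether the *Ctl* mice carried floxed or wild-type *Smad4* alleles is not settled. All mice had received a diet with 0.1% DDC, a porphyrin-forming compound that injures bile ducts, for 2 weeks. Cells of the digested livers were sorted for the epithelial surface protein EPCAM and against CD45, which marks leukocytes, and TER119, which marks erythroid cells. Their RNA was amplified with the SMART-Seq v4 kit and read from one end on an Illumina HiSeq instrument. The values analysed here are the authors' DESeq2-normalized counts per gene and mouse. For these, the authors trimmed the reads with Trimmomatic 0.36, aligned them to GRCm38.p5 with STAR 2.5.2b, counted them on GENCODE M12 genes with featureCounts and divided the counts of each mouse by 1 size factor. The authors counted uniquely aligned reads and also counted with multi-mapping reads included. The sources used here do not give which of these counts the values come from, so values of genes with near-identical copies are uncertain. In each mouse, all values were whole multiples of 1 step within a relative tolerance of 1e-06 (100% of values), so the reads counted on genes could be recovered. In *Smad4 del* mouse A5217 the step is 0.998, too close to 1 for the steps alone to exclude rounding. Its values are not rounded to whole numbers (such as 778.67 for *2810417H13Rik*), so it was kept. Tests on recovered reads were run with and without this mouse. Leaving it out also makes the cohort smaller, so a call lost then need not come from its reads. The reads numbered 16249719 to 21277339 per *Ctl* mouse (median 19058106) and 16734672 to 19710560 per *Smad4 del* mouse (median 17754394). The 14870 genes with a mean normalized count of at least 10 over the 10 mice were compared with limma on log2(normalized count + 1), and Benjamini-Hochberg adjusted p-values under 0.05 were called. A log2 fold change on this scale is *Smad4 del* minus *Ctl* and understates the change of genes with low counts. Each pair of mice differed by more than sampling noise (chi-square per degree of freedom of at least 25.7). Pairs of the same cohort did so too, so this does not bear on a difference between the cohorts. The pseudocount, the minimum mean, the scaling, the test and each single mouse were varied.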

Thereafter, reactive cholangiocytes were isolated from digested liver by using fluorescence-activated cell sorting (FACS), followed by RNA amplification and sequencing analysis (Fig. 2A) (Yanger et al., 2013; Yimlamai et al., 2014). Increased mRNA expression of the cholangiocyte markers *Krt19* and *Krt7* following this sorting process demonstrated its efficacy (Fig. S3). 

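Transcripts of bile duct epithelium were among the most abundant in the sorted cells of both cohorts. *Spp1*, which encodes the secreted protein osteopontin, ranked 2 of all genes by mean normalized count in each cohort and took 1.95% of the reads on genes in *Ctl* and 2.56% in *Smad4 del* cells. *Cyr61*, a matricellular target of Hippo-YAP signaling, ranked 13 in each cohort. *Cdh1*, which encodes E-cadherin, ranked 30 in *Ctl* and 21 in *Smad4 del* cells, *Krt19*, a keratin of bile duct cells, 61 and 31, and *Epcam*, the gene of the surface protein used for sorting, 49 and 39. Each of these 5 genes was within the first 100 in each of the 10 mice, and the lowest rank was 99 for *Epcam* in *Ctl* mouse A5215. *Krt7*, another bile duct keratin, ranked 196 and 192. Between the cohorts, *Krt19* rose from 20800 ± 2472 normalized counts (SD, n = 5 mice) in *Ctl* to 30191 ± 5034 (SD, n = 5) in *Smad4 del* cells (log2 fold change 0.53, standard error 0.124, adjusted p = 0.0270 from limma). The log2 fold changes of *Spp1* (0.35, adjusted p = 0.166), *Cdh1* (0.15, adjusted p = 0.473), *Epcam* (0.14, adjusted p = 0.484), *Cyr61* (-0.16, adjusted p = 0.618) and *Krt7* (0.0048, adjusted p = 0.989) did not pass limma's test. Of 23 markers of cholangiocytes, 2 were higher, 1 was lower and 20 did not pass (7 higher and 1 lower when adjusted over the list alone). The higher ones were *Krt19* and *Onecut1*, a transcription factor of bile duct development (0.62, adjusted p = 0.0413 from limma). The lower one, *Sctr*, which encodes the secretin receptor, had a log2 fold change of -1.43 (adjusted p = 0.0124 from limma) and was singled out after its value was seen. RNA of *Ptprc*, which encodes CD45, was still counted, at 94.4 to 2719 normalized counts in *Ctl* and 54.3 to 1176 in *Smad4 del* mice (log2 fold change -1.96, adjusted p = 0.203 from limma). *Hnf4a*, a transcription factor of hepatocytes, had a log2 fold change of 0.21 (adjusted p = 0.393 from limma). Other hepatocyte markers were also abundant. *Gc* averaged 49300 normalized counts in *Ctl* and 41700 in *Smad4 del* cells, and *Alb* 19420 and 31510. DESeq2 called 6 of the 23 higher and 1 lower (3 and 1 without *Smad4 del* mouse A5217). Leaving out 1 mouse ended limma's call of *Krt19* without A5215, A5626, A5628, A5217 or A5218 (adjusted p = 0.0502 to 0.0689) and *Onecut1* without A5215, A5219, A5221, A5626, A5217, A5218, A5447 or A5624 (adjusted p = 0.0579 to 0.0922). Without *Ctl* mouse A5215, 0 cholangiocyte markers were higher and 1 was lower.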

By further validating isolation of cholangiocytes within our dataset, we found the cholangiocyte markers *Spp1*, *Cyr61*, *Cdh1*, *Krt19* and *Epcam* to be among the top 100 most expressed genes within the entire transcriptome of both *Ctl* and *Smad4^del^* cohorts (pre-sort relative to post-sort). Differential expression analysis revealed that in *Smad4^del^*-perturbed reactive cholangiocytes were 939 significantly upregulated genes and 1337 significantly downregulated genes (adjusted *P*-value <0.05; Fig. 2B), including established *Smad4*-target genes, such as *Id1*, *Id3, Cdkn1a* and *Cdkn2b*. 

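*Smad4*, the targeted gene on chromosome 18 from 73639009 to 73703780 of GRCm38, fell from 3389 ± 347 normalized counts (SD, n = 5 mice) in *Ctl* to 877 ± 144 (SD, n = 5) in *Smad4 del* cells (log2 fold change -1.96, standard error 0.123, adjusted p = 1.09e-05 from limma), and each of the 5 *Smad4 del* mice was below each of the 5 *Ctl* mice (exact two-sided permutation test, p = 0.00794, the smallest p that 5 mice against 5 allow). The count covers the whole gene, including exons that the recombined allele retains. *Id1* and *Id3*, inhibitors of helix-loop-helix transcription factors and targets of BMP signaling, fell with it. *Id1*, on chromosome 2 from 152736251 to 152737410, went from 1382 ± 262 to 262 ± 53.5 normalized counts (SD, n = 5 each; log2 fold change -2.40, standard error 0.168, adjusted p = 2.37e-05), and *Id3*, on chromosome 4 from 136143497 to 136145755, from 4322 ± 1331 to 974 ± 158 (SD, n = 5 each; log2 fold change -2.11, standard error 0.191, adjusted p = 2.2e-04 from limma). *Cdkn1a*, which encodes the cell cycle inhibitor p21, was at 3603 ± 1204 in *Ctl* and 2353 ± 527 in *Smad4 del* cells (SD, n = 5 each) and did not pass limma's test (log2 fold change -0.59, standard error 0.230, adjusted p = 0.128). *Cdkn2b*, which encodes the cell cycle inhibitor p15, was at 454 ± 189 and 247 ± 70.8 (SD, n = 5 each) and did not pass either (log2 fold change -0.79, standard error 0.321, adjusted p = 0.139). *Cdkn2b* had an adjusted p = 0.0218 from limma without *Ctl* mouse A5215, whose count of 181 was the lowest of the *Ctl* mice, and 0.0386 from DESeq2 over the 10 mice (0.0942 without *Smad4 del* mouse A5217).

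**Figure D1:**
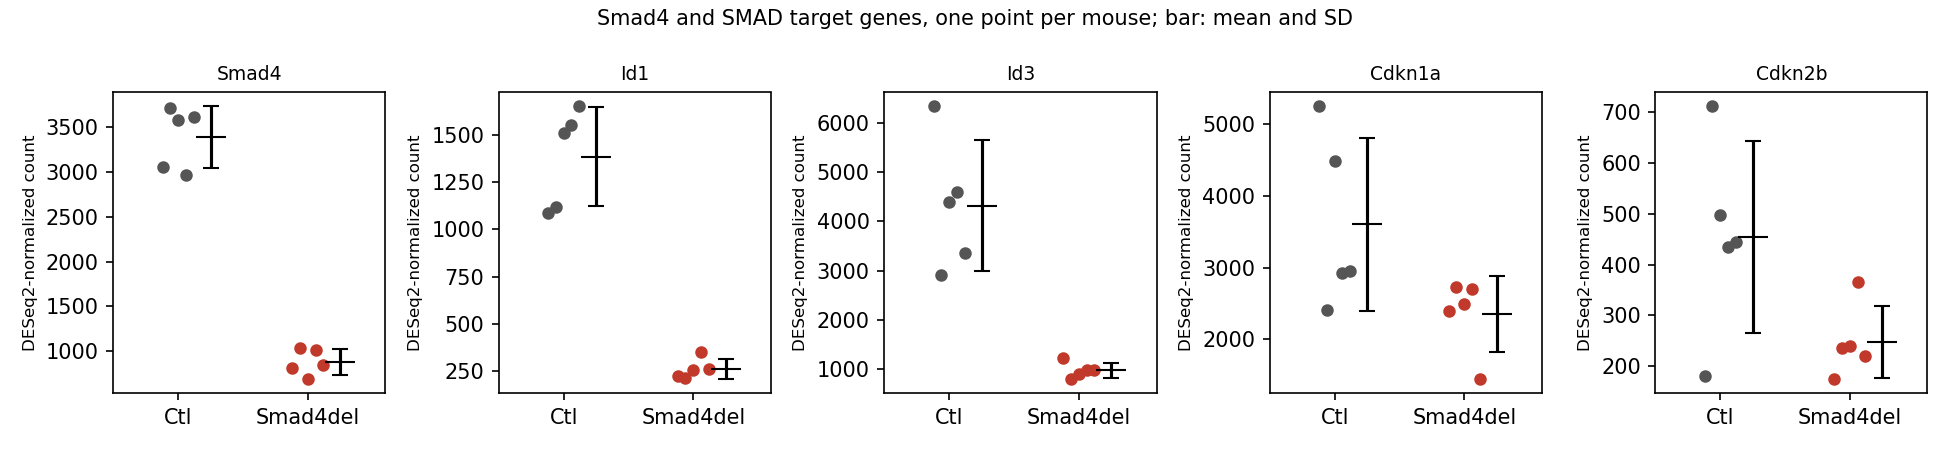
DESeq2-normalized counts (vertical axes, linear, not starting at 0) of *Smad4*, *Id1*, *Id3*, *Cdkn1a* and *Cdkn2b* in *Ctl* and *Smad4 del* cells, with 1 point per mouse and the mean with its SD beside the points. The *Smad4 del* mice lie between 687 and 1031 for *Smad4* and the *Ctl* mice between 2969 and 3714, while the cohorts overlap for *Cdkn1a* and *Cdkn2b*.

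Over all 14870 genes tested with limma, 362 were higher and 697 were lower in *Smad4 del* cells. Of these, 284 higher and 521 lower genes had no overlap between the mice of the cohorts, which held for 8.09% of all genes tested, where chance gives 0.794%. With the mice scaled to 1 median the split was 626 higher and 639 lower. DESeq2 on the recovered reads called 930 higher and 1375 lower genes, and 486 and 1025 without *Smad4 del* mouse A5217. EdgeR called 313 and 598, and 89 and 265 without that mouse. The level of endothelial markers, which are lower in *Smad4 del* cells, is correlated with the cohort. With it as a covariate limma called 0 genes in each direction (716 at an unadjusted p under 0.05), and *Smad4* had a log2 fold change of -1.95 (adjusted p = 0.115). With the level of macrophage markers, an alternative chosen after seeing the data, limma called 135 and 371. The counts depended on single mice, with 206 higher and 462 lower without *Ctl* mouse A5215 and 160 higher and 381 lower without *Ctl* mouse A5221. They were 105 higher and 329 lower without *Smad4 del* mouse A5217, 145 higher and 364 lower without A5218, 563 higher and 841 lower without A5447 and 197 higher and 508 lower without A5624.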

Gene set enrichment analysis (GSEA) of our list of differentially expressed genes revealed significant positive or negative enrichments (i.e. gene sets upregulated or downregulated, respectively, in *Smad4^del^*-perturbed reactive cholangiocytes) (Fig. 2C) (Liberzon et al., 2015; Subramanian et al., 2005). 

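Some genes of inflammatory signaling were lower in *Smad4 del* cells, and few MYC targets passed limma's test as higher. Of 51 genes of the inflammatory response, 10 fell, 0 rose and 41 did not pass limma's test (20 lower when adjusted over the list alone). Among those that fell were *Sele*, which encodes the endothelial adhesion protein E-selectin (log2 fold change -3.30, adjusted p = 0.00322), *Icosl*, a costimulatory ligand (-1.51, adjusted p = 0.0146), and *Ccl5*, a chemokine (-1.22, adjusted p = 0.0237 from limma). Of 40 genes of IL6-JAK-STAT3 signaling, 12 fell, 0 rose and 28 did not pass (25 lower when adjusted over the list alone). They included the cytokine receptor genes *Il6st* (-1.06, adjusted p = 0.0180), *Il4ra* (-1.19, adjusted p = 0.0215) and *Lifr* (-0.93, adjusted p = 0.0220 from limma). Of 72 genes of TNFα signaling via NF-κB, 11 fell and 0 rose (14 lower when adjusted over the list alone), among them *Ptgs2*, which encodes cyclooxygenase (-1.48, adjusted p = 0.0106), and *Klf2* (-1.10, adjusted p = 0.00970 from limma). Of 65 MYC targets and genes of ribosome biogenesis and translation, 3 rose (*Hspd1*, a mitochondrial chaperone, *Snrpd2*, a splicing factor, and *Dkc1*, which modifies ribosomal RNA), 0 fell and 59 had a log2 fold change above 0 (3 higher when adjusted over the list alone). DESeq2 called 17 inflammatory, 16 IL6-JAK-STAT3 and 16 TNFα genes lower and 10 MYC targets higher (11, 15, 15 and 3 without *Smad4 del* mouse A5217). The first 3 lists are not independent, since 32 of 51 inflammatory, 17 of 40 IL6-JAK-STAT3 and 31 of 73 TNFα members are also on another list. Limma's camera, which compares a list with all other genes at a preset correlation of 0.01, gave adjusted p = 4.37e-08 for the inflammatory, 1.1e-09 for the IL6-JAK-STAT3, 1.93e-07 for the TNFα and 7.91e-08 for the MYC list. With an estimated correlation the adjusted p = 0.247, 0.247, 0.336 and 0.259, so that none of these calls was kept. Pre-ranked GSEA, the method of the paper, gave adjusted p = 1.52e-08, 1.8e-08, 4.53e-08 and 1.4e-09 in the same order and directions. With the endothelial level as a covariate camera gave adjusted p = 0.929 for the IL6-JAK-STAT3 list and 0.983, in the opposite direction, for the MYC list. Over members in no cell type list, 41.5% of the difference in the mean level of the inflammatory list was then left (-0.361, SE 0.351). It was 42.4% for TNFα (-0.220, SE 0.253), 4.04% for IL6-JAK-STAT3 (-0.0276, SE 0.288) and 19.5%, in the same direction, for MYC (0.0351, SE 0.0959). With the macrophage level as a covariate, chosen after seeing the data, 64.7% was left for the inflammatory list (-0.562, SE 0.154). It was 77.2% for TNFα (-0.400, SE 0.149), 60.3% for IL6-JAK-STAT3 (-0.412, SE 0.167) and 84.7% for MYC (0.152, SE 0.0643). Markers of endothelial cells, lower in each *Smad4 del* mouse than in each *Ctl* mouse (exact two-sided permutation test, p = 0.00794), moved with these genes, and so did markers of macrophages, which the gate against CD45 should remove. The mean log2 level of 18 macrophage markers was 7.33 to 12.5 in *Ctl* and 5.35 to 10.3 in *Smad4 del* mice, highest in *Ctl* mouse A5215 (exact two-sided permutation test, p = 0.0794). The most abundant, *Lyz2*, averaged 39430 normalized counts in *Ctl* and 13640 in *Smad4 del* cells. Without A5215, 6 inflammatory, 7 IL6-JAK-STAT3 and 10 TNFα genes were lower. Single mice left out ended limma's call of *Ccl5* without A5215, A5628, A5217, A5218 or A5624 (adjusted p = 0.0507 to 0.0630), *Il4ra* without A5221, A5217 or A5218 (adjusted p = 0.0533 to 0.0620), *Il6st* without A5217 (adjusted p = 0.0539), *Lifr* without A5217 (adjusted p = 0.0612), *Hspd1* without A5217 or A5218 (adjusted p = 0.0565 to 0.0595), *Snrpd2* without A5221, A5217 or A5218 (adjusted p = 0.0516 to 0.0687) and *Dkc1* without A5221, A5217 or A5218 (adjusted p = 0.0584 to 0.0708).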

Positively correlated ‘E2F Targets’ and ‘G2/M Checkpoint’ gene sets were consistent with the proliferative phenotype in *Smad4^del^*-perturbed reactive cholangiocytes and the known functions of *Smad4* in controlling cell cycle progression. 

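Some genes of DNA replication and mitosis were higher in *Smad4 del* cells. Of 73 genes of the G2/M checkpoint and mitosis, 20 rose, 0 fell and 53 did not pass limma's test (50 higher when adjusted over the list alone). *Top2a*, a topoisomerase that untangles chromosomes, rose from 358 ± 149 normalized counts (SD, n = 5 mice) in *Ctl* to 945 ± 123 (SD, n = 5) in *Smad4 del* cells (log2 fold change 1.50, standard error 0.265, adjusted p = 0.00787 from limma). *Hmmr* and *Prc1*, which act on the mitotic spindle, had log2 fold changes of 1.25 (adjusted p = 0.00536) and 1.12 (adjusted p = 0.00758 from limma). *Ccna2*, which encodes cyclin A, had 1.03 (adjusted p = 0.00776), *Cdk1*, its kinase, 0.91 (adjusted p = 0.0273) and *Mki67*, the gene of the Ki67 protein, 0.90 (adjusted p = 0.0123 from limma). Of 75 E2F targets of DNA replication and S phase, 19 rose, 0 fell and 56 did not pass (47 higher when adjusted over the list alone). Examples are *2810417H13Rik*, which encodes a PCNA-binding factor (1.41, adjusted p = 0.00728), *Dscc1*, which loads the PCNA clamp (1.40, adjusted p = 0.00649), and *Mcm5*, part of the replicative helicase (1.08, adjusted p = 0.0165 from limma). DESeq2 called 39 genes of each list higher (26 of mitosis and 22 of replication without *Smad4 del* mouse A5217). The mean level of both lists was higher in each *Smad4 del* mouse than in each *Ctl* mouse (exact two-sided permutation test, p = 0.00794 for each). *Top2a*, *Hmmr*, *Prc1*, *2810417H13Rik* and *Dscc1* are drawn in Fig. 2B, seen before the lists were written. The results of both lists are therefore not independent of that figure. Camera gave an adjusted p = 1.79e-19 for the mitosis and 4.73e-18 for the replication list, and with an estimated correlation the adjusted p = 0.247 for each, so the calls were not kept. The endothelial list also had 0.247 there, although all 36 of its markers were lower. Not passing that test therefore does not show that a list is unchanged. Pre-ranked GSEA, the method of the paper, called both lists as higher (adjusted p = 1.26e-21 for mitosis and 4.68e-21 for replication). With the level of endothelial markers, which are lower in *Smad4 del* cells, as a covariate 95.9% of the difference in the mean level was left for mitosis (0.784, SE 0.503) and 56.3% for replication (0.316, SE 0.298).

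**Figure D2:**
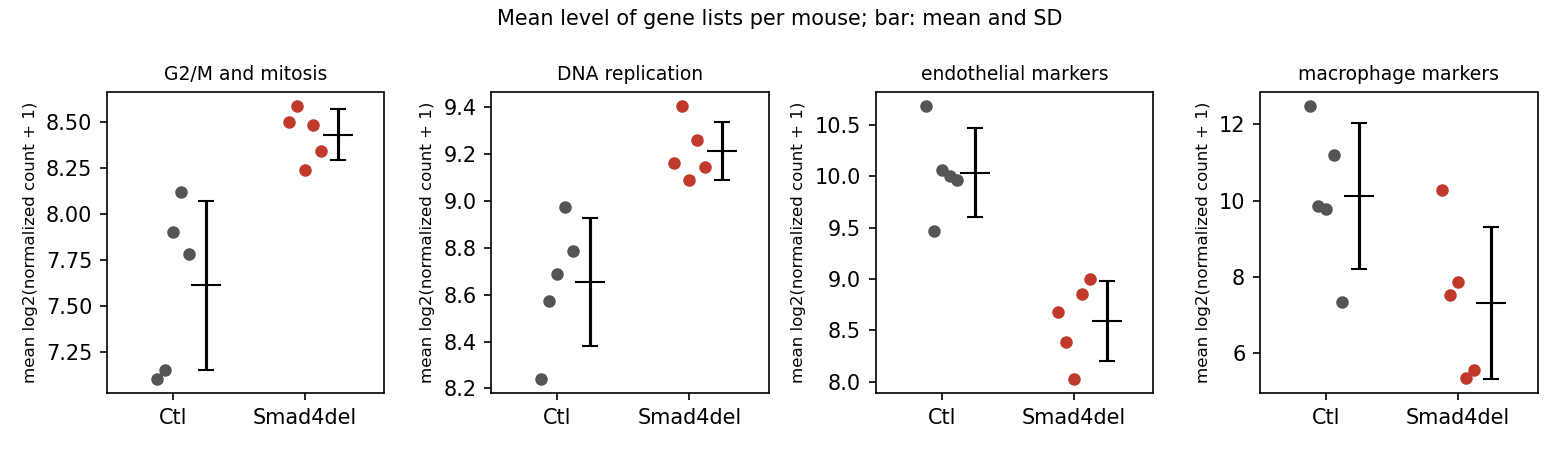
Mean log2(normalized count + 1) (vertical axes, not starting at 0) of the genes of G2/M and mitosis, of DNA replication, of endothelial markers and of macrophage markers, with 1 point per mouse and the mean with its SD beside the points. For G2/M and mitosis the *Ctl* mice lie between 7.1 and 8.12 and the *Smad4 del* mice between 8.24 and 8.58, and for endothelial markers between 9.47 and 10.68 and between 8.03 and 9.

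Without *Ctl* mouse A5215, 13 genes of mitosis and 15 of replication were higher. Limma's call ended for *Cdk1* without A5217 or A5218 (adjusted p = 0.0639 to 0.0689). The paper proposes that its positively correlated E2F and G2/M gene sets go with the proliferative phenotype of these cells. It also links them to the known functions of *Smad4* in controlling cell cycle progression. By histology, it found more KRT19+ and Ki67+ cholangiocytes in DDC-injured *Smad4 del* livers than in *Ctl* livers (Fig. 1E).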

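Some targets of SMAD proteins and some genes of the extracellular matrix were lower in *Smad4 del* cells. Of 30 SMAD target genes, 13 fell, 0 rose and 17 did not pass limma's test (21 lower when adjusted over the list alone). Members of this list, among them *Hamp*, *Ltbp2*, *Id1* and *Id3*, are drawn in Fig. 2B, which had been seen when the lists were written. So are *Fbln2*, *Igfbp3* and *Pmepa1* of the matrix list. The counts and tests of both lists are therefore not independent of that figure. *Hamp*, which encodes the iron hormone hepcidin and has the near-identical copy *Hamp2*, was at 318 ± 136 normalized counts (SD, n = 5 mice) in *Ctl* and 3.03 ± 1.96 (SD, n = 5) in *Smad4 del* cells (log2 fold change -6.42, standard error 0.533, adjusted p = 1.11e-04 from limma). By the paper *Alb-Cre* gives liver-specific deletion, which it does not limit to cholangiocytes, and hepatocyte markers were abundant in the sorted cells of both cohorts. Whether *Hamp* fell in cholangiocytes or in RNA of hepatocytes was not tested. *Ltbp2*, a matrix protein of the latent TGFβ binding family, fell from 1871 ± 185 to 271 ± 79.8 normalized counts (SD, n = 5 each; log2 fold change -2.82, standard error 0.175, adjusted p = 1.09e-05 from limma). Of 31 components of the TGFβ and BMP pathways, 10 fell, 0 rose and 21 did not pass (14 lower and 1 higher when adjusted over the list alone). The receptor gene *Tgfbr1* had a log2 fold change of -1.04 (adjusted p = 0.0123), the co-receptor genes *Eng* and *Tgfbr3* had -1.81 (adjusted p = 0.00277) and -1.95 (adjusted p = 0.0137 from limma), and *Eng* is also an endothelial marker. Of 69 genes of epithelial mesenchymal transition and extracellular matrix, 22 fell and 0 rose (36 lower when adjusted over the list alone). Examples are *Fbln2*, which encodes the matrix protein fibulin (-2.01, adjusted p = 4.89e-04), *Igfbp3* (-1.62, adjusted p = 9.92e-04), *Lama3*, a laminin chain (-2.72, adjusted p = 0.00263), and *Pmepa1*, a feedback inhibitor of TGFβ signaling (-1.17, adjusted p = 9.79e-04 from limma). Markers of other cell types moved with these genes. Of 36 endothelial markers, chosen without the genes drawn in Fig. 2B, 28 fell and 0 rose (median log2 fold change -1.45; 34 lower when adjusted over the list alone), with *Ehd3* at -2.01 and *Egfl7* at -1.12 (adjusted p = 0.00322 and 0.00222 from limma). Of 22 markers of stellate cells and fibroblasts, 5 fell and 0 rose (11 lower when adjusted over the list alone), among them, and also on the matrix list, the proteoglycan gene *Dcn* (-2.08, adjusted p = 0.00831) and the smooth muscle actin gene *Acta2* (-2.04, adjusted p = 0.0179 from limma). DESeq2 called 16 SMAD targets, 12 pathway components, 34 matrix genes, 32 endothelial and 13 stellate markers lower (14, 12, 27, 29 and 9 without *Smad4 del* mouse A5217). Of the listed members, 12 of 32 SMAD targets and 23 of 70 matrix genes are also on another list. Camera gave adjusted p = 5.74e-15 for the SMAD targets, 2.06e-04 for the pathway components, 5.8e-14 for the matrix genes, 8.61e-23 for endothelial and 8.91e-07 for stellate markers. With an estimated correlation these were adjusted p = 0.113, 0.273, 0.247, 0.247 and 0.259, so none was kept. Pre-ranked GSEA gave adjusted p = 7.44e-11, 2.23e-05, 7.54e-13, 1.71e-17 and 8.99e-06 in the same order, all as lower. With the endothelial level as a covariate the pathway components had adjusted p = 0.626 from camera in the opposite direction. Over members in no cell type list, 39.6% of the difference in mean level was then left for matrix genes (-0.323, SE 0.258). For SMAD targets 72.4% was left (-0.863, SE 0.229). Without *Ctl* mouse A5215, 11 SMAD targets, 8 pathway components, 12 matrix genes, 25 endothelial and 3 stellate markers were lower, and without A5217 the call of *Acta2* ended (adjusted p = 0.0526 from limma).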

Negatively enriched gene sets included ‘TGFβ signaling’ and ‘Epithelial mesenchymal transition’, both of which are known to be regulated by *Smad4*, thus validating perturbation in our system. 

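Limma called few genes of fatty acid metabolism and of the respiratory chain, all of them higher in *Smad4 del* cells. DESeq2 called 16 fatty acid genes higher and 1 lower and 10 respiratory subunits higher (8, 0 and 1 without *Smad4 del* mouse A5217). Of 76 nuclear genes for subunits of the respiratory chain and ATP synthase, 74 had a log2 fold change above 0, with a median of 0.24, but only *Atp5e*, a subunit of the ATP synthase, passed limma's test (log2 fold change 0.44, standard error 0.119, adjusted p = 0.0462), and 0 passed when adjusted over the list alone. Of 7 transcripts encoded in the mitochondrial genome, 0 passed (0 at an unadjusted p under 0.05, and 0 by DESeq2 or edgeR) and 7 had a log2 fold change below 0, as for *mt-Co1*, a subunit of cytochrome oxidase (-0.33, adjusted p = 0.306 from limma). Of 52 genes of fatty acid metabolism, 6 rose, 0 fell and 46 did not pass (18 higher and 1 lower when adjusted over the list alone). Markers of hepatocytes moved with this list. The mean log2 levels of both were highest in *Smad4 del* mouse A5217 (11.07 for fatty acid genes and 11.19 for hepatocyte markers). Both were lowest in *Ctl* mouse A5221 (10.49 and 9.34). By the paper's methods hepatocytes were pelleted before the sort, and the EPCAM gate should remove those left. Whether RNA of hepatocytes contributes to the rise was not tested. *Dbi*, which encodes an acyl-CoA binding protein, rose from 10292 ± 1521 normalized counts (SD, n = 5 mice) in *Ctl* to 17179 ± 2404 (SD, n = 5) in *Smad4 del* cells (log2 fold change 0.74, standard error 0.122, adjusted p = 0.00613 from limma). *Decr1*, *Acadvl* and *Hadh*, enzymes of β-oxidation, had log2 fold changes of 0.46 (adjusted p = 0.0173), 0.40 (adjusted p = 0.0385) and 0.38 (adjusted p = 0.0294 from limma). *Atp1b1*, a subunit of the sodium pump, had 0.50 (adjusted p = 0.0132 from limma). *Rcc1*, the exchange factor of the Ran GTPase, had 0.46 (adjusted p = 0.0875 from limma; 0.0418 from DESeq2). Of 17 genes of the tricarboxylic acid cycle, 2 rose (*Idh2*, 0.39, and *Suclg1*, 0.33) and 0 fell (5 higher when adjusted over the list alone). Camera gave adjusted p = 5.67e-13 for the subunits of the respiratory chain, 4.44e-07 for fatty acid metabolism and 0.00153 for the tricarboxylic acid cycle, and with an estimated correlation the adjusted p = 0.413, 0.259 and 0.247, so none of the calls was kept. Pre-ranked GSEA, the method of the paper, gave adjusted p = 5.57e-19, 4.87e-10 and 0.0108 in the same order, all as higher. With the endothelial level as a covariate the respiratory subunits had adjusted p = 0.0152 in the opposite direction from camera at the preset correlation. Their mean level then differed by -0.0988 (SE 0.154), less than its SE. With the macrophage level, chosen after seeing the data, it differed by 0.342 (SE 0.0978), or 152% of the difference without a covariate. For fatty acid genes in no cell type list, 113% was left with the endothelial (0.247, SE 0.174) and 126% with the macrophage level (0.277, SE 0.0954). Without *Ctl* mouse A5215, 0 of the respiratory, 3 of the fatty acid and 1 of the tricarboxylic acid cycle genes were higher. Leaving out 1 mouse ended limma's call of *Atp5e* without A5215, A5221, A5626, A5628, A5216, A5217, A5218 or A5624 (adjusted p = 0.0509 to 0.114), *Decr1* without A5217 (adjusted p = 0.0522), *Acadvl* without A5215, A5219, A5221, A5626, A5628, A5216, A5217, A5218 or A5624 (adjusted p = 0.0517 to 0.0968), *Hadh* without A5215, A5221, A5628, A5217, A5218 or A5624 (adjusted p = 0.0535 to 0.0746) and *Suclg1* without A5215, A5221, A5626, A5628, A5216, A5217, A5218 or A5624 (adjusted p = 0.0589 to 0.0920).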

Pathways, such as oxidative phosphorylation and fatty acid metabolism, that have established importance in oncogenesis but are unknown to be governed by *Smad4*, were also identified.

**Fig. 2.**
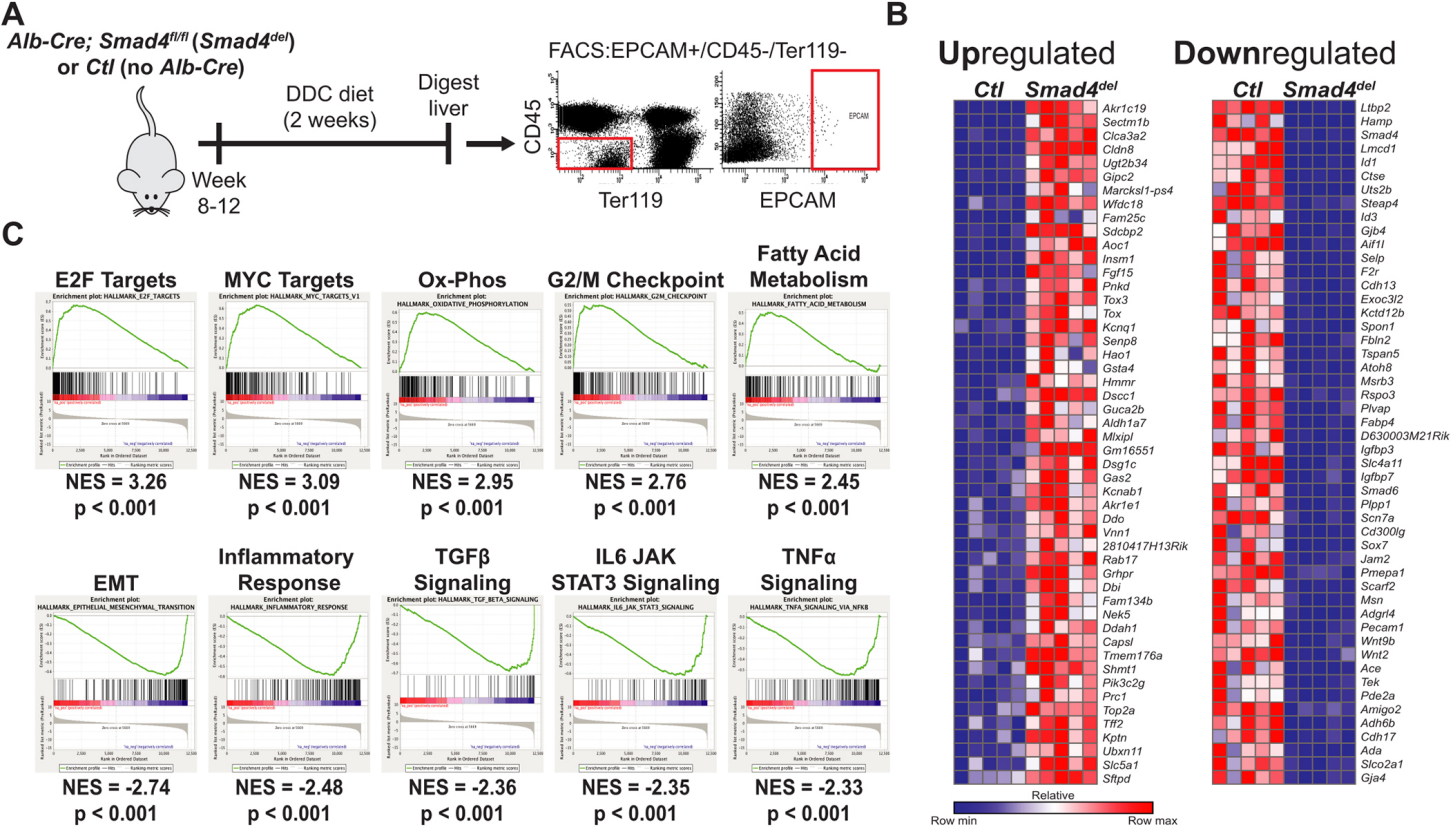
***Smad4* is involved in the regulation of pathways associated with proliferation, metabolism and inflammation.** (A) Schematic outlining the strategy to isolate and sequence reactive cholangiocytes. Livers are enzymatically digested and flow-sorted to isolate the EPCAM-positive/CD45-negative/Ter119-negative (EPCAM+/CD45-/Ter119-) population from which RNA had been prepared for RNA sequencing. Representative FACS plots are shown on the left. Boxed areas enclose cells of interest (P5 = CD45^−^/Ter119^−^ cells, EpCAM = EpCAM^+^ cells). *n*=5 per cohort. (B) Heat map showing the top 50 most significantly upregulated and downregulated genes in *Smad4^del^*-perturbed reactive cholangiocytes. (C) Gene set enrichment analysis (GSEA) of genes differentially expressed in *Smad4^del^*-perturbed reactive cholangiocytes. Enrichment plots from the Hallmarks Gene Set Collection are shown for the top five gene sets most positively correlated (top row) in genes upregulated in *Smad4^del^* cells or most negatively correlated (bottom row) in genes downregulated in *Smad4^del^* cells. Ox-Phos, oxidative phosphorylation; EMT, epithelial mesenchymal transition; NES, normalized enrichment score.

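The genes drawn in Fig. 2B, read from the picture and therefore only tallied, kept their direction in the limma comparison. All 50 genes drawn as upregulated were higher and all 50 drawn as downregulated were lower in *Smad4 del* cells at an adjusted p under 0.05, which is not independent evidence since the paper chose them on these mice. 48 of the upregulated and 45 of the downregulated genes were also among the 50 with the smallest p from limma in their direction. The largest rises among genes with a mean normalized count of at least 50 and no overlap between the mice were those of *Sectm1b* (2.92, adjusted p = 4.2e-04), *Fam25c* (2.91, adjusted p = 0.00328), *Hao1*, a peroxisomal hydroxyacid oxidase (2.56, adjusted p = 0.00850), and *Akr1c19*, an aldo-keto reductase of a multigene family (2.36, adjusted p = 1.09e-05 from limma). *Anxa10* (2.11), *Serpina10* (2.11), *Ube2c*, a ubiquitin-conjugating enzyme of mitosis (2.03), *Guca2a*, which encodes guanylin (1.70), *Rgn* (1.68) and *Senp8* (1.68) followed. The largest falls were those of *Hamp* and of *Uts2b*, which encodes a urotensin-related peptide. Both were near 0 in *Smad4 del* mice, so that their log2 fold changes depend on the pseudocount. Besides *Uts2b* (-5.83, adjusted p = 4.76e-04), large falls were those of *Pla2r1*, a phospholipase receptor (-3.74, adjusted p = 0.00756), and *Sele*, all from limma. *Cilp* (-2.95), *Adh6b* (-2.91), *Ltbp2*, *Selp*, which encodes P-selectin of endothelium and platelets (-2.82), and *Atoh8*, a transcription factor induced by BMP signaling (-2.81), came next. *Lmcd1* (-2.36) was, with *Ltbp2*, *Smad4* and *Id1*, among the downregulated genes of Fig. 2B with the smallest p, as were *Akr1c19*, *Clca3a2* (1.44), *Sectm1b* and the glucuronosyltransferase gene *Ugt2b34* (1.09) among the upregulated. Limma's call ended for *Anxa10* without A5221, A5628, A5217, A5218 or A5624 (adjusted p = 0.0533 to 0.0889), *Ube2c* without A5219, A5221, A5216, A5217, A5218 or A5624 (adjusted p = 0.0534 to 0.0857) and *Rgn* without A5221, A5626, A5217 or A5624 (adjusted p = 0.0610 to 0.0817).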

### *Smad4* suppresses cancer development in the AKP and AP hepatobiliary cancer models

Mutations in *SMAD4* are found coincidently with both *KRAS* and/or *TP53* mutations in humans (Nakamura et al., 2015). Thus, we investigated the impact of various combinations of mutations in mouse models (Chan-On et al., 2013; Jusakul et al., 2017). Expression of oncogenic *Kras^G12D^* driven by liver-specific Cre recombinase (*Alb-Cre*; *Kras*^*LSL-G12D*^, hereafter referred to as AK) leads to latent development of predominantly hepatocellular carcinoma (HCC) or mixed pathologies (O'Dell et al., 2012; Saha et al., 2014). This model exhibited activation of the TGFβ pathway, as indicated by increased expression of TGFβ ligands (Fig. 3A). We have previously established that targeting *Kras* and *Tp53* mutations to the mouse liver by using the *Alb-Cre* transgene (*Alb-Cre*; *Kras*^*LSL-G12D*^; *Tp53*^*fl/+*^, hereafter referred to as AKP) promotes development of CCA and, less frequently, a mix of CCA/HCC and pure HCC (Hill et al., 2018a,b; O'Dell et al., 2012). Similar to the AK model, we found elevated expression of TGFβ ligands in CCA derived from the AKP model; moreover, nuclear phospho-SMAD2 staining supported engagement of the TGFβ/SMAD4 tumor suppressor pathway, in accordance with other studies (Fig. 3B,C) (Mu et al., 2016). To further understand the function of *Smad4* in CCA, we targeted inactivating *Smad4* mutations along with *Kras* and *Tp*53 mutations driven by the *Alb-Cre* transgene (*Alb-Cre*; *Kras*^*LSL-G12D*^; *Tp*53^*fl/+*^; *Smad4*^*fl/fl*^, hereafter referred to as AKPS) (Fig. 3D). The survival and tumor spectrum results of the control AKP cohort were similar to those determined in our previously published study (Fig. S4A; Table S1; Fig. 3E) (O'Dell et al., 2012). The AKPS cohort demonstrated accelerated tumor development relative to the control cohort, with livers from all animals displaying multiple nodules with features of both CCA and HCC on pathology review, and as verified by cytokeratin staining (CCA marker) and arginase I (HCC marker) (Fig. 3D-F; Fig. S4A,B; Table S1). Precursor CCA lesions, including biliary intraepithelial neoplasia (BilIN) (Fig. 3F) and extensive biliary ductular reactions, were observed in four of nine mice (Table S1).

**Fig. 3.**
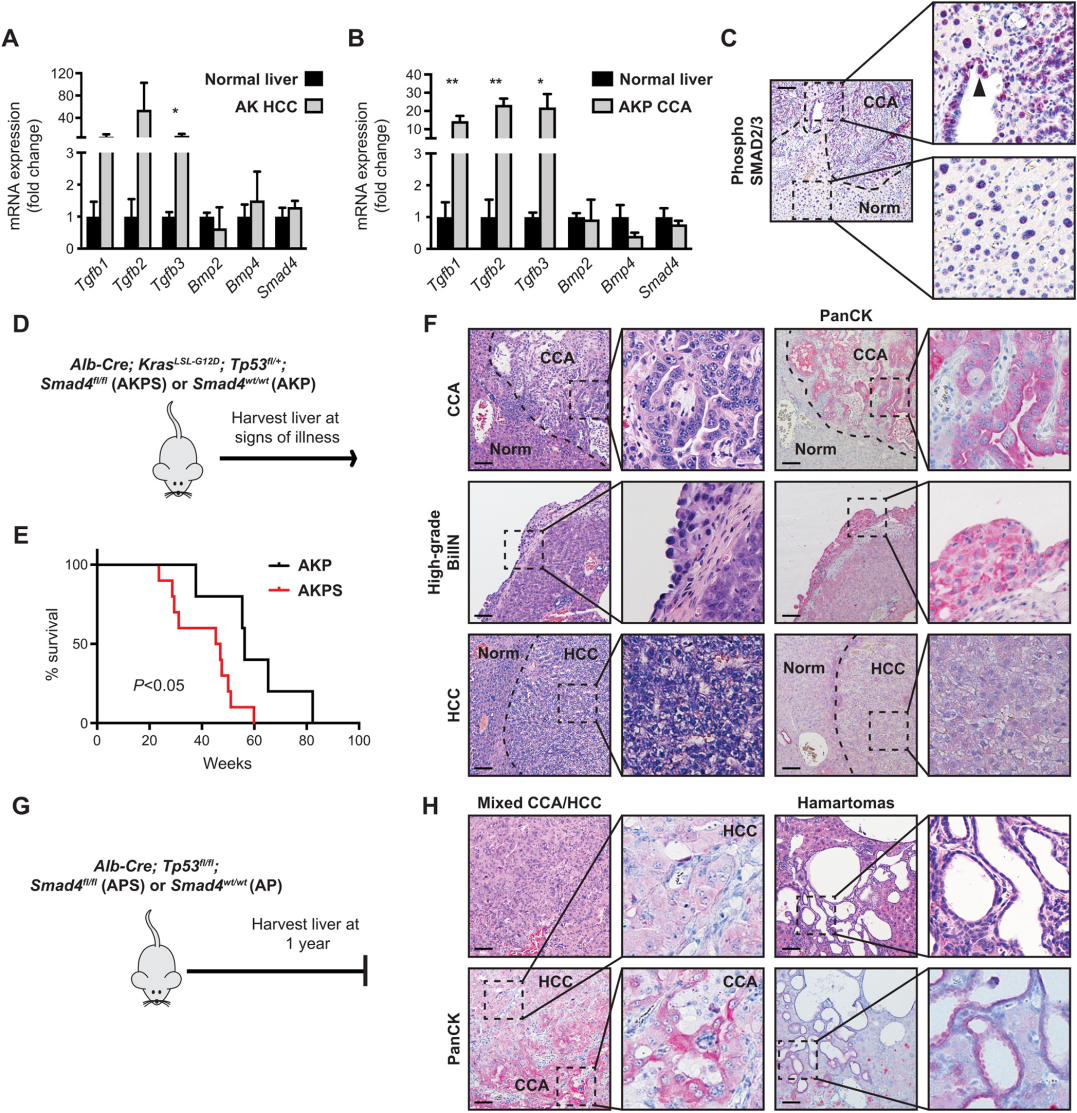
***Smad4* suppresses cancer progression in the AKP and AP hepatobiliary cancer models.** (A) mRNA expression levels assessed by qPCR of TGFβ family-related genes in (A) AK mouse model-derived HCC (AK HCC) or (B) AKP mouse model-derived CCA (AKP CCA) tissue compared to normal liver tissue showing increased expression of TGFβ ligands, indicating activation of the TGFβ pathway. Expression was normalized to *Rhoa*, *n*=3 mice per cohort. (C) Immunohistochemistry image of phosphorylated (phospho)-SMAD2 in AKP CCA tissue and adjacent normal (Norm) tissue (magnified 100×). Boxed areas are shown enlarged on the right, with CCA tissue at the top and normal tissue at the bottom. Arrowhead shows positive phospho-SMAD2 nuclei in malignant epithelium. (D) Compound mutant mice carrying *Alb-Cre*; *Kras^LSL-G12D^*; *Tp53^fl/+^* and either *Smad4^fl/fl^* or *Smad4^wt/wt^* alleles (AKPS or AKP mouse models, respectively) were followed for survival (*n*=5–10 mice per cohort). (E) Kaplan–Meier plot comparing survival curves of AKPS (red) and AKP (black) mice, showing decreased overall survival of the AKPS compared to the AKP cohort (*P*<0.05). (F) Representative histology and immunohistochemistry images of AKPS CCA, high-grade BilIN and HCC (magnified 100×). Boxed areas are shown enlarged to the right. Staining of reactive cholangiocytes (PanCK) highlights malignant biliary epithelium. (G) Compound mutant mice carrying *Alb-Cre*;*Tp53^fl/fl^* and *Smad4^fl/fl^* or *Smad4^wt/wt^* alleles (APS or AP mouse models, respectively) were followed and sacrificed at one year of age, *n*=8–15 mice per cohort. (H) Representative histology images of APS mixed CCA/HCC and hamartomas (magnified 100×). Boxed areas are shown enlarged to the right. Staining of PanCK highlights biliary differentiation. *P<0.05, **P<0.01, Scale bars: 50 µm.

We also deleted *Smad4* in the context of *Tp53* deletion alone. A cohort of *Alb-Cre*; *Tp53^fl/fl^*; *Smad4^fl/fl^* (hereafter referred to as APS) mice was observed for 1 year, after which no mice exhibited signs of illness. Livers of APS and *Alb-Cre*; *Tp53^fl/fl^* (hereafter referred to as AP) mice were then harvested for histology analyses, showing mixed HCC/CCA tumors in ∼25% of APS mice but none of AP mice (Fig. 3G,H; Fig. S4C,D; Table S2). Additionally, ∼60% of the APS cohort exhibited PanCK+ cystic structures that are consistent with biliary hamartomas, and gross biliary cysts; however, no tumors or biliary lesions were observed in the AP control cohort (Fig. 3H; Fig. S4C,D). Together, these data demonstrate that *Smad4* suppresses both CCA and HCC development, and that biliary injury can further provoke premalignant biliary lesions and CCA development within a *Smad4*-null setting.

### Pathway analyses suggest *Smad4* has conserved functions in CCA lines and in reactive cholangiocytes

Primary cancer cell lines derived from liver tumors from mice in the AKPS cohort demonstrated loss of SMAD4, expression of biliary markers, and absence of growth arrest/inhibition with TGFβ treatment (Fig. 4A,B; Fig. S5A). Reintroduction of *Smad4* through lentiviral transduction, confirmed by RT-PCR and western blot, led to TGFβ dependent growth inhibition (Fig. 4A,B). RNA-sequencing of TGFβ treated empty vector (*EV*) or *Smad4*-expressing AKPS cell lines (Fig. 4C) followed by GSEA revealed a number of gene sets overlapping with those obtained from analyses in reactive cholangiocytes. The hallmark gene sets MYC targets, E2F targets, G2/M checkpoint and oxidative phosphorylation were enriched with loss of *Smad4*, while – among others – TGFβ signaling, epithelial-to-mesenchymal transition (EMT) and TNFα signaling were enriched with intact *Smad4* signaling, suggesting conserved growth-suppressive functions of *Smad4* in primary cholangiocytes and advanced cancer (Fig. 4D; Fig. S5B). In accordance, preliminary evaluation of the Myc pathway in an AKPS cell line showed downregulation of several Myc target genes upon reintroduction of *Smad4*. However, interrogation of oxidative phosphorylation-related genes selected from GSEA-leading edge analysis did not show consistent dysregulation upon *Smad4* perturbation in this line (Fig. S5C); thus, if and how *Smad4* impacts oxidative phosphorylation in injury and CCA development remains to be further elucidated.

**Fig. 4.**
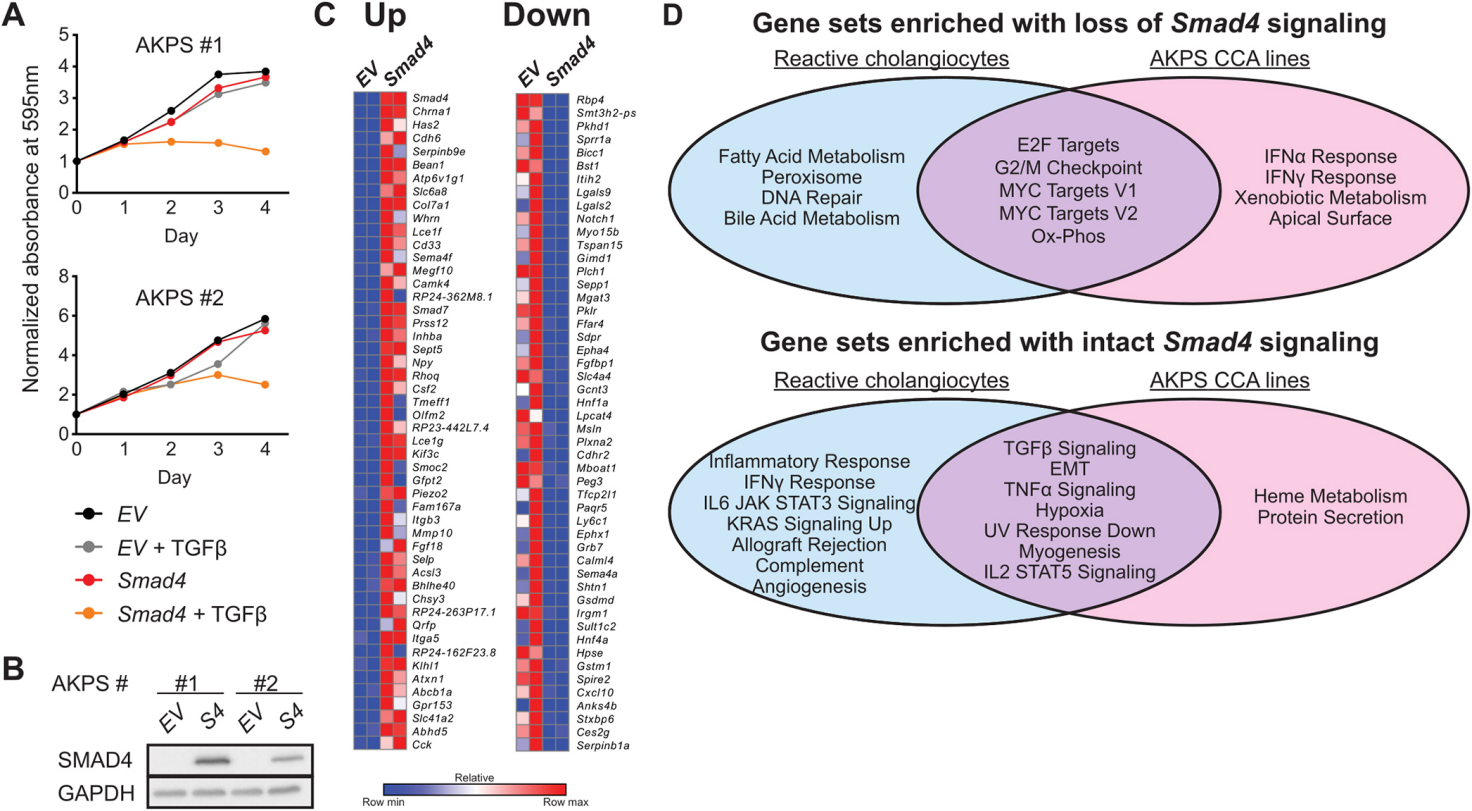
**Pathway analyses, suggesting conserved functions of *Smad4* in CCA and reactive cholangiocytes.** (A) Plotted are the growth curves of two CCA cell lines (#1 and #2) derived from liver tumors from mice in the AKPS cohort expressing only *Smad4* (red) or empty vector (*EV*; black), and *Smad4* or *EV* plus treatment with TGFβ (gray or orange, respectively), showing growth arrest/inhibition with TGFβ treatment following reintroduction of *Smad4* to both AKPS #1 and #2. (B) Western blot confirming restoration of *Smad4 (S4)* protein levels in the two AKPS lines assessed in A. (C) Heat map showing the top 50 most significantly up- and downregulated genes in *Smad4*-restored CCA cell lines. (D) Individual and shared gene sets enriched with loss of *Smad4* signaling (top) and with intact *Smad4* signaling (bottom) in AKPS CCA cell lines (right) compared to those enriched in reactive cholangiocytes (left).

### *Smad4* is a determinant of DNA methylation

CCA is a heterogeneous disease at the genetic and epigenetic levels (Farshidfar et al., 2017; Goeppert et al., 2019; Jusakul et al., 2017). While *Smad4* has been described to impact methylation of several gene loci, its impact on epigenetic gene control in the setting of cancer is unknown. Reduced representation bisulfite sequencing (RRBS) on the same TGFβ-treated AKPS cell lines (with *EV* or *Smad4*) revealed that genome-wide DNA methylation (DNAme) levels were highly similar across samples, with significant differences between each AKPS cell line that are independent of the *Smad4* status (Fig. 5A; Fig. S6). *Smad4* re-expression led to both increased and decreased DNAme, with nearly double the number of affected regions showing a decrease than an increase in DNAme (14,478 vs 7853) (Fig. 5A). Consistently, 35% of regions with decreased DNAme were conserved between the two AKPS replicate cell lines, compared with 24% of regions in which DNAme was increased. *Smad4*-dependent regions with decreased DNAme were found at a greater distance from the nearest transcriptional start site (TSS) than other regions, suggesting a differential effect of *Smad4* on DNAme distal to promoter regions (Fig. 5B). By comparing separate AKPS cell lines and distinguishing between intact and deficient *Smad4*, sites of increased and decreased DNAme were mapped across genomic locations, and defined as TSS, promoter, exon, intron or intergenic. We found similar distributions of changes across all elements among our four comparisons with the exception of *Smad4*-decreased DNAme, which was enriched in intergenic regions (Fig. 5C). These studies demonstrate that *Smad4* impacts on DNAme, with decreases in intergenic DNAme as the most impacted in our CCA models.

**Fig. 5.**
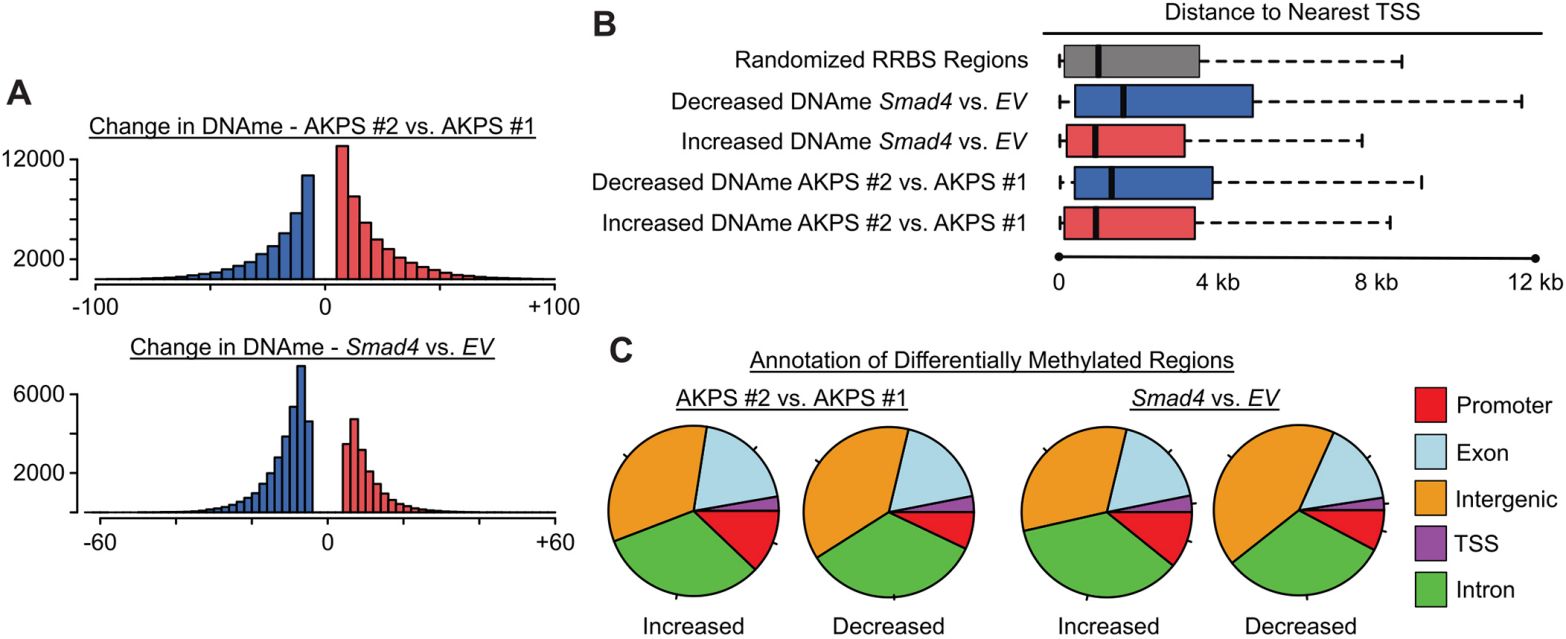
***Smad4* is a determinant of DNA methylation.** (A) Histograms indicating the frequency of differentially methylated regions binned according to changes in DNA methylation (DNAme; *x*-axis) in the two AKPS mouse model-derived CCA lines described in Fig.4. Increases (red) and decreases (blue) of DNAme were scored for AKPS *#*2 versus AKPS *#*1 (top) and for *Smad4* re-expression empty vector (*EV*) (bottom). (B) Boxplots indicate the distance (in kb) of differentially methylated regions relative to the nearest transcriptional start site (TSS). Regions from ‘Decreased DNAme *Smad4* vs. *EV*’ were found at a greater distance from the nearest TSS, suggesting a differential effect of *Smad4* on DNAme distal to promoter regions. (C) Differentially methylated regions were analyzed based on sample type (AKPS #2 vs AKPS #1; two pie charts on left) or *Smad4* re-expression [*Smad4* vs. *EV*; two pie charts on right) and further determined based on increased or decreased DNAme. Regions were then annotated and color-coded based on genetic context.

## DISCUSSION

Chronic tissue injury is a key epidemiologic risk factor for hepatobiliary cancers. In this present study, we tested the impact of the most common mutations in human CCA on the ductular reaction – a key event in injury response and initiation of CCA development – and identified *Smad4* as a key suppressor of cholangiocyte proliferation. We further demonstrated that deletion of *Smad4* in murine hepatobiliary cancer models exacerbates related pathologies of CCA and biliary hamartomas, indicating that *Smad4* has a complex function in suppressing these processes. Expression analyses of reactive cholangiocytes and mouse-derived CCA lines suggest that *Smad4* may act via several established and novel processes including the cell cycle, the proto-oncogene protein MYC and oxidative phosphorylation, to regulate the proliferative injury response and CCA development. Activation of this pathway has been shown in human disease settings, where the TGFβ1 ligand itself is upregulated among preneoplastic lesions and CCA, while the receptor is present on normal biliary epithelium and retained through cancer development (Zen et al., 2005). Correspondingly, cyclin D1 expression increased as the tissues became more neoplastic. Zen et al. further confirmed the importance of the pathways by using human cultured cholangiocytes and demonstrating that these cells and cyclin D1 levels are responsive and suppressed by TGFβ treatment.

The ductular reaction is a key feature of states of biliary injury, such as infection by liver flukes; thus, it is possible that SMAD4 is dispensable in the uninjured state but becomes an essential tumor suppressor in controlling the proliferative events associated with ductular reactions induced by injury (Lee et al., 1997). The established protective role of the upstream TGFβ receptor in suppressing biliary carcinogenesis is consistent with this (Mu et al., 2016). In our present study, we established SMAD4 as a key suppressor of the proliferative response following biliary injury and as a tumor suppressor in hepatobiliary cancer models. We further linked these functions by demonstrating significant overlap in the pathways governed by *Smad4* in both reactive cholangiocytes and mouse CCA lines. Interestingly, mutations in *SMAD4* are strongly associated with liver-fluke-related intrahepatic CCA in humans, suggesting that, in this specific pathogenic context, inactivating *SMAD4* is especially advantageous to tumor development. This observation may also be related to the cellular origins of the CCA. As we and others have previously demonstrated, intrahepatic CCA in mice can be cholangiocyte-derived or hepatocyte-derived (Fan et al., 2012; Hill et al., 2018b; Sekiya and Suzuki, 2012). The predominance of *SMAD4* mutations in both liver-fluke-related intrahepatic CCA and extrahepatic CCA suggests the biliary tree as the originating cellular compartment in these contexts. Thus, the newly identified role for *Smad4* in suppressing cholangiocyte proliferation in mice suggests *SMAD4*-mutant CCA is more strongly associated with cholangiocyte-derived CCA in humans. We have previously shown that TP53 mutations in hepatocytes create lineage plasticity. It is possible that SMAD4 loss may also enable this. While at this point, we can only hypothesize, we anticipate that future studies beyond the scope of this article, will help clarify this observation. In addition to the underlying tumor genetics, understanding the cellular origins of these tumors may prove to have valuable therapeutic and prognostic significance.

A number of signaling pathways have previously been established as key regulators of the ductular reaction, such as Notch, Wnt/β–catenin and Hippo/Yap, as well as less well-characterized roles for Hedgehog, NF-κB, IGF signaling and integrin signaling (Jors et al., 2015; Kim et al., 2015; Okabe et al., 2016; Omenetti et al., 2008; Sokolovic et al., 2013; Yanger et al., 2013; Yimlamai et al., 2014). Furthermore, interactions among these various pathways have been identified, suggesting that they are likely to form a complex regulatory network. Here, we establish the classic tumor suppressive TGFβ/SMAD4-signaling axis as a novel regulator of the ductular reaction. Our analyses revealed known and potentially novel downstream processes that might mediate its function, including cell cycle, MYC signaling and oxidative phosphorylation. Our study provides links between this molecular pathway, ductular proliferation, cancer development and cell-cycle controls in a cholangiocyte/cholangiocarcinoma system. Among the novelties are the creation of a new CCA model system with compound KRAS/TP53/SMAD4 mutant mice and the characterization of the derivative cell lines. Last, we provide novel data that *Smad4* is a determinant of genome-scale DNAme patterns in CCA. This effect might be a consequence of direct interaction of *Smad4* with methylation complexes on DNA; it is also possible, however, that these changes are reflective of proliferative/cell-cycle changes in general, which are provoked by *Smad4* loss. Methylation state has recently been recognized as a distinguishing feature of both etiologically and molecularly distinct subtypes of CCA (Farshidfar et al., 2017; Goeppert et al., 2019; Jusakul et al., 2017). For example, liver-fluke-related CCAs are strongly associated with hypermethylation of promoter CpG islands. The TGFβ/SMAD4-signaling axis has previously been linked to epigenetic regulation of specific genomic loci including *RUNX1T1* and *VAV1* (Cardenas et al., 2014; Huang et al., 2017; Yeh et al., 2011). Here, we demonstrate that *Smad4* inactivation in CCA may have broad impact on genomic methylation patterns; the specific mechanism(s) by which this occurs as well as the biological and therapeutic consequences will, ultimately, be important to understand more fully.

## MATERIALS AND METHODS

### Mice

All animal studies were conducted in accordance with the AAALAC accredited University Committee on Animal Resources (UCAR). Mice were of mixed genetic background. All mouse strains (*Alb-Cre*, *Arid1a^fl/fl^*, *Kras^LSL-G12D^*, *Smad4^fl/fl^*, and *Tp53^fl/fl^*) used have been previously characterized (Bardeesy et al., 2006; Gao et al., 2008; Jackson et al., 2001; Jonkers et al., 2001; Postic et al., 1999). In survival studies, mice were monitored for signs of illness, including abdominal bloating, diminished activity and/or poor grooming. For liver injury studies, mice were fed a 0.1% of chow 3,5-diethoxycarbonyl-1,4-dihydrocollidine (DDC) diet ad libido for 2 weeks as depicted in the diagram from Fig. 1A and Fig. 2A (Custom Animal Diets, AD5001). For the BDL injury model, the protocol outlined by Tag et al. was closely followed (Tag et al., 2015). Briefly, mice were anesthetized using isoflurane and the common bile duct was surgically ligated. Buprenorphine was provided for the first 3 days following surgery. In all experiments, littermates were used as controls where possible.

### Histology

Tissue was fixed in 10% formalin, paraffin embedded, cut into 4-μm sections and put on slides. For immunohistochemistry (IHC) and immunofluorescence (IF), sections were deparaffinized, underwent antigen retrieval in a citrate buffer for 30 min and blocked for 4 min in Background Sniper (Biocare Medical, cat. no. BS966). Sections were incubated with primary antibodies overnight at 4°C and secondary antibodies for 2 h at room temperature. A Mouse on Mouse kit (Vector Laboratories, cat. no. BMK-2202) was used if appropriate. IHC sections were then either incubated by using the appropriate ABC kit followed by VECTOR Red or DAB substrate kits (Vector Laboratories; cat. no. AK-5000 for Vectastain ABC AP Kit, cat. no. PK-4000 for Vectastain ABC HRP Kit, cat. no. SK-5100 for VECTOR Red Alkaline Phosphatase Substrate Kit, cat. no. SK-4100 for DAB Peroxidase (HRP) Substrate Kit)), and then stained with hematoxylin, rehydrated and mounted with Cytoseal kits (VWR, cat. no. 8310-4). IF sections were incubated with Hoechst 33342 (Invitrogen, cat. no. H3570) for 45 min at room temperature, then mounted in ProLong Gold Antifade Mountant (Life Technologies, cat. no. P36930). IF was visualized using confocal microscopy. All histology was reviewed by gastrointestinal pathologist Dr Christa Whitney-Miller. All tumors were stained with CK7 and ARG1 to determine tumor differentiation. Quantification of histology data and IHC was performed using software on the Aperio Versa system or ImageJ (https://imagej.net/ij/). For collagen quantification, mouse liver sections were stained with Picosirius Red according to manufacturer instructions (Polyscientific R&D). The following primary antibodies were utilized: rabbit anti-cleaved caspase 3 (Cell Signaling #9664, dilution 1:50), rabbit anti-Ki67 (Abcam #ab66155, dilution 1:50), rat anti-KRT19 (DSHB TROMAIII, dilution 1:50), rabbit anti-PanCK (Dako #Z0622, dilution 1:500), rabbit anti-phospho-SMAD2 (Abcam #ab219598, dilution 1:100), rabbit anti-Arginase I (Thermo Fisher Scientific #PA5-29645, dilution 1:500), and rabbit anti-KRT7 (Abcam #ab181598, dilution 1:500). Secondary antibodies include biotinylated goat anti-rabbit (Vector #BA-1000), Alexa-Fluor-488 goat anti-rabbit (Thermo Fisher Scientific #A-11008), Alexa-Fluor-555 goat anti-rat (Thermo Fisher Scientific #21434).

### qPCR

RNA was extracted from frozen liver tissue or cell lines using the RNeasy Mini Kit (Qiagen). cDNA was created using a cDNA reverse transcriptase kit (Applied Biosystems, cat. no. 4368814). All qPCR reactions were performed in triplicates, using SYBR green master mix (Bio-Rad). Expression levels were normalized to *Rhoa*. Specific primer sequences can be found in Table S3.

### Western blotting

Culture plates were washed with PBS; cold RIPA buffer (Cell Signaling, cat. no. 9806) containing protease inhibitor (Sigma, cat. no. P8340) and phosphatase inhibitors (Sigma, cat. nos P5726 and P0044) was added directly to the plate. Plates were scraped on ice, the lysate was spun down (16,000 ***g*** for 15 min in a 4°C pre-cooled centrifuge), and the supernatant was collected. Protein concentrations were determined in a Bradford assay. 5× loading buffer [5× solution of 250 mM Tris·HCl pH 6.8, 10% SDS/30% glycerol (v/v), 10 mM DTT, 0.05% (w/v) Bromophenol Blue (w/v)] was added to the sample and heated at 95°C for 10 min. The proteins were separated using gel electrophoresis and transferred to a PVDF membrane at 300 mA for 3 h at 4°C. The membrane was incubated in 5% milk in TBS 0.1% Tween (TBST) blocking solution for 30 min at room temperature. Primary antibodies were diluted in 5% milk TBST and incubated with the membrane overnight at 4°C. Following three washes with TBST, the membrane was incubated with HRP-conjugated secondary antibody in 5% milk TBST for 2 h at room temperature. Following three washes, the membrane was incubated with ECL Western Blotting Reagent and developed.

### Liver digestion and FACS for reactive cholangiocyte isolation

While a mouse was anesthetized, its liver was perfused via the portal vein with perfusion buffer [1 mM EGTA in Hanks’ balanced salt solution (HBSS, Gibco, cat. no. 14175-095)]. After removing the liver, it was minced in a dish with digestion buffer [40 μg/ml Liberase TM (Sigma, cat. no. 05401119001), 5 mM CaCl_2_ in HBSS] and then shaken in digestion buffer at 37°C for 30 min. This mixture was filtered through a 70 μm strainer, and the remaining undigested tissue underwent additional digestion (20-30 ml digestion buffer in total) for 30 min, after which it was again filtered through the 70 μm strainer. This then underwent three spins (50 ***g*** for 5 min) to pellet hepatocytes, and the supernatant was pelleted at 300 ***g*** for 5 min to isolate the nonparenchymal cells containing reactive cholangiocytes. Nonparenchymal cells were incubated in blocking buffer (3% FBS in PBS) for 20 min on ice, followed by incubation with antibodies against EPCAM (1:100, Biolegend #118206), CD45 (1:100, Biolegend #103116), and TER119 (1:100, eBioscience #11-5921-82). After three washes with blocking buffer, cells were incubated with TO-PRO-3 viability dye (Thermo Fisher Scientific, cat. no. T3605) at a 1:1000 dilution. Fluorescence-activated cell sorting (FACS) was performed using as FACSAria II for the EPCAM+/CD45-/TER119-/TO-PRO-3- population, and cells were sorted into RLT Plus lysis buffer (Qiagen, cat. no. 1053393).

### Preparation, sequencing and analysis of RNA from Smad4-perturbed reactive cholangiocytes

Ductular reactive cell (DRC) RNA preparation, sequencing, and preliminary analyses were performed by the University of Rochester Genomics Research Center. RNA was isolated using a RNeasy Plus Micro Kit (Qiagen, cat. no. 74034). For qPCR analyses, the Nugen Ovation PicoSL WTA System (Tecan Genomics, cat. no. 3312) was used to generate amplified cDNA. For RNA-sequencing, a Nextera cDNA library was prepared using the SMART-Seq v4 Ultra Low Input RNA Kit (Takara Bio, cat. no. 634888). Sequencing was performed on an Illumina HiSeq 2500 system (https://support.illumina.com/sequencing/sequencing_instruments/hiseq_2500.html) using single-end 100 bp read lengths. Sequence reads were cleaned and adapter trimmed using trimmomatic-0.36 (Bolger et al., 2014, https://github.com/usadellab/Trimmomatic) before mapping each sample individually to the mouse reference genome (GRCm38.p5, primary assembly+GENCODE M12 annotation) with STAR2.5.2b (Dobin et al., 2013, https://github.com/alexdobin/STAR). Raw read counts were obtained using featurecounts from the subread1.5.0p3 package (Liao et al., 2013, https://subread.sourceforge.net) and GENCODE M12 mouse gene annotations using only uniquely aligned reads (default) and including multi-mapping reads (-M). DESeq2-1.14.1 within R-3.3.2 (Love et al., 2014, https://doi.org/10.18129/B9.bioc.DESeq2) was used to perform data normalization and differential expression analysis with an adjusted *P*-value threshold of 0.05 on each set of raw expression measures. Data were visualized using the GENE-E platform (https://software.broadinstitute.org/GENE-E). Pathway analyses were performed using the pre-ranked tool in GSEA software (https://www.gsea-msigdb.org/gsea).

### Cell line RNA preparation for sequencing and analysis

RNA was extracted from cell lines using the RNeasy Mini Kit (Qiagen). cDNA was created using a cDNA reverse transcriptase kit. Data was visualized using the GENE-E platform. Pathway analyses were performed using the pre-ranked tool in GSEA software.

### Liver digestion and flow cytometric analysis of immune infiltrate

Livers were removed from mice, minced, and digested with collagenase D for 45 min. Single cell suspensions were blocked in Fc Block and incubated with appropriate antibodies for 30 min. Flow analysis was performed on 12-color LSRII with FlowJo software (https://www.flowjo.com). The following antibodies were used anti-CD45 (APC/Cy7; Biolegend, clone 30-F11, #103115), anti-CD11b (APC; Biolegend, M1/70, #101211), anti-Ly6C (PE/Cy7; Biolegend HK1.4, #128017), anti-Ly6G (Pacific Blue; Biolegend, clone 1A8, #127611).

### Cell culture

All cell lines were maintained in DMEM with 10% FBS. For cell lines containing integrated gene expression constructs with puromycin resistance, puromycin was removed at least 24 h prior to experiments. To derive primary cell lines, primary tumors were minced and digested in collagenase (1 mg/ml) in DMEM (no FBS) for 30 min and plated in DMEM with 10% FBS and antibiotics kanamycin (100 µg/ml), streptomycin (100 µg/ml), penicillin (100 units/ml) and gentamicin (2 µg/ml). Cells were maintained in medium supplemented with antibiotics for at least three passages. Experiments in which cells were treated with TGFβ1, the latter was provided at 20 ng/ml in DMEM with 1% FBS. Cells were changed to low FBS medium 16 h prior to treatment. RNA was harvested 48 h after treatment.

### Lentivirus expression constructs

shRNA targeting mouse *Smad4* was obtained from the RNAi Consortium/Dharmacon. sh*Smad4* #1 corresponds to clone TRCN0000025881 (catalog #RMM3981-201756188), and sh*Smad4* #2 corresponds to clone TRCN0000025885 (catalog #RMM3981-201756192). The lentiviral construct pLenti-C-Myc-DDK-P2A-Puro expressing murine *Smad4* was generated by Origene (catalog #MR208755L3). To generate the empty vector, the pLenti-C-Myc-DDK-P2A-Puro-*Smad4* plasmid was digested with EcoRI and XhoI to excise the *Smad4*-encoding region. The linearized vector was purified after gel electrophoresis separation. An insert was designed with overhangs compatible to EcoRI and XhoI. The insert and linearized vector were ligated with T4 DNA Ligase kit, and the ligation mixture was transformed into One Shot Stbl3-competent *E. coli* cells. The plasmid was generated from resulting colonies and verified through Sanger sequencing for the insert sequence.

### Lentivirus generation and target cell infection

3 μg of packaging plasmid Pax2 and 1.5 μg of envelope plasmid VSV-G were mixed with 2 μg of the appropriate transfer plasmid in 500 μl DMEM (no FBS). This plasmid mixture was then combined with a mixture of 40 μl Lipofectamine 2000 (Invitrogen, cat. no. 11668-019) in 500 μl DMEM (no FBS) and incubated at room temperature for 15 min. The plasmid/Lipofectamine mixture was added to HEK293 T cells at ∼50% confluency in a 10-cm dish. 16 h later, fresh DMEM supplemented with 10% FBS was added to HEK293 T cells. 24 h after that, the medium containing lentivirus was collected and filtered through a 0.45 μm filter. Target cells were ∼50% confluent at time of infection. To infect, virus containing medium was added to target cells. Polybrene (8 μg/ml, Tocris Bioscience, cat. no. 77-111-0) was added dropwise to the virus medium/target cell plate. This was done in three rounds, each lasting 2 h. After at least 24 h of recovery, cells containing the expression construct were selected for in the appropriate concentration of puromycin-containing medium over 5 days, at which time all mock-treated cells were dead.

### DNA methylation sample preparation and analyses

Library construction and DNA methylation (DNAme) bioinformatics analysis. Purified DNA samples were digested with restriction enzyme MspI. Following digestion, Klenow Fragment was utilized to create 3′A overhangs. DNAs were subsequently column purified, and then ligated to methylated Illumina PE Adapters. Ampure SPRI beads were used to purify products prior to sodium bisulfite conversion and amplification to generate libraries. Sequencing was performed on an Illumina NextSeq550 system using a single-end 100 bp protocol (https://www.illumina.com/systems/sequencing-platforms/nextseq.html). RRBS sequencing data were aligned to the mouse mg38 genome using the Bismark pipeline with special attention to RRBS specific issues, as noted in the Bismark User Guide and the Bismark RRBS Guide (Krueger and Andrews, 2011, https://www.bioinformatics.babraham.ac.uk/projects/bismark). CpGs were then further parsed and analyzed using Bismark output tables in R. Briefly, only CpGs with read coverage >8 across all samples were considered scoreable for downstream analysis. CpGs were then grouped into regions when they occurred within 50 bp of one another. Regions with more than 5% absolute change in methylation relative to control samples were classified as differentially methylated. RRBS regions were annotated using Homer AnnotatePeaks function (http://homer.ucsd.edu/homer/ngs/annotation.html), and the output of Homer was then used to assess CpG density, and proximity to nearest transcription start site. All figures describing RRBS data were generated using standard graphing and plotting functions in R.

### Statistics

Statistical analyses, except for sequencing data, were performed using Prism GraphPad Software. Survival was determined using the Kaplan-Meier method, and comparisons between genotypes were determined using the log-rank test. Animals that were found to have histological evidence of cancer were included as events, while those that died for reasons other than cancer were censored. Column graphs represent mean±standard deviation. Unless otherwise noted, the unpaired *t*-test with Welch's correction was used to determine statistical significance. Mann–Whitney tests were used for analysis of immune infiltrate in Fig. S2. The Fisher's exact test was applied in Fig. S3D,F. For RNA-sequencing data all references to the *P*-value refer to the possession-adjusted (PAdj) value. The following abbreviations/symbols were used throughout this document to indicate relative significance: *P<0.05, **P<0.01, ***P<0.0001.

## Supplementary Material

10.1242/dmm.050358_sup1 Supplementary information

# Supplementary material for: Smad4 restricts injury-provoked biliary proliferation and carcinogenesis
**Source:** Dis Model Mech. 2024 Feb 28;17(6):dmm050358. doi: 10.1242/dmm.050358
**Supplement:** Supplementary information

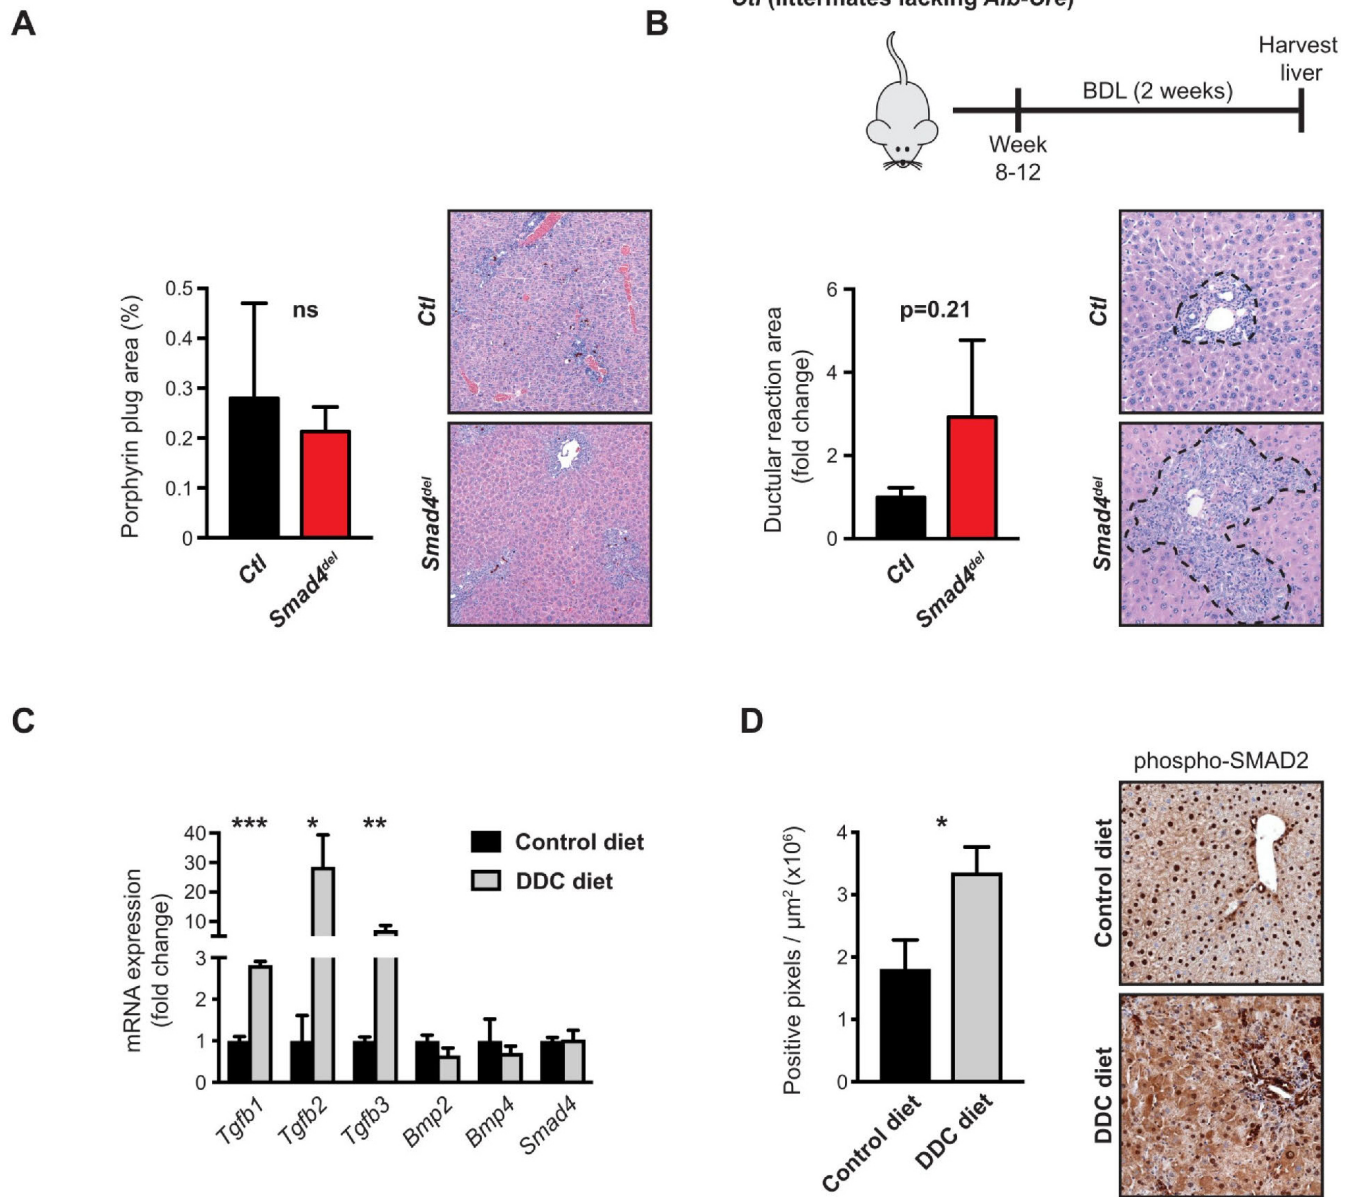

**Fig. S1.** (A) *Smad4<sup>del</sup>* livers do not accumulate more porphyrin plugs after two weeks of DOC. Quantification of porphyrin plug positive area compared to total liver area. Representative images (magnified 100x) are shown on the right. Random fields (at least 3 fields/mouse) were used for analyses. (B) *Smad4* suppresses ductular reaction expansion in the bile-duct-ligation (BDL) model. Surgical bile-duct ligations were performed on *Smad4<sup>del</sup>* and *Ctl* mice and livers were harvested after two weeks of injury, n=3-4 mice per genotype. Quantification of BDL ductular reaction area compared to total liver area is shown. Random 40x fields (at least 8 fields/mouse) were used for analyses. Representative images of ductular reactions (surrounded by dashed lines, magnified 200x) are shown on the right. There is a wider range of ductular expansion in the *Smad4<sup>del</sup>* cohort likely due the variable effect of ligation. (C) mRNA expression levels assessed by qPCR of TGF13 family-related genes in DOC diet liver compared to normal liver tissue showing increased expression of TGF $\beta$  ligands. Expression was normalized to *Rhoa*, n=3 mice per cohort. (D) Quantification showing increased nuclear phospho-SMAD2 staining in DOC diet liver compared to control. Representative images (magnified 200x) are shown on the right. ns, not significant, \*p<0.05, \*\*p<0.01, \*\*\*p<0.001, Bar=50  $\mu$ m in A, Bar=25  $\mu$ m in B and D.

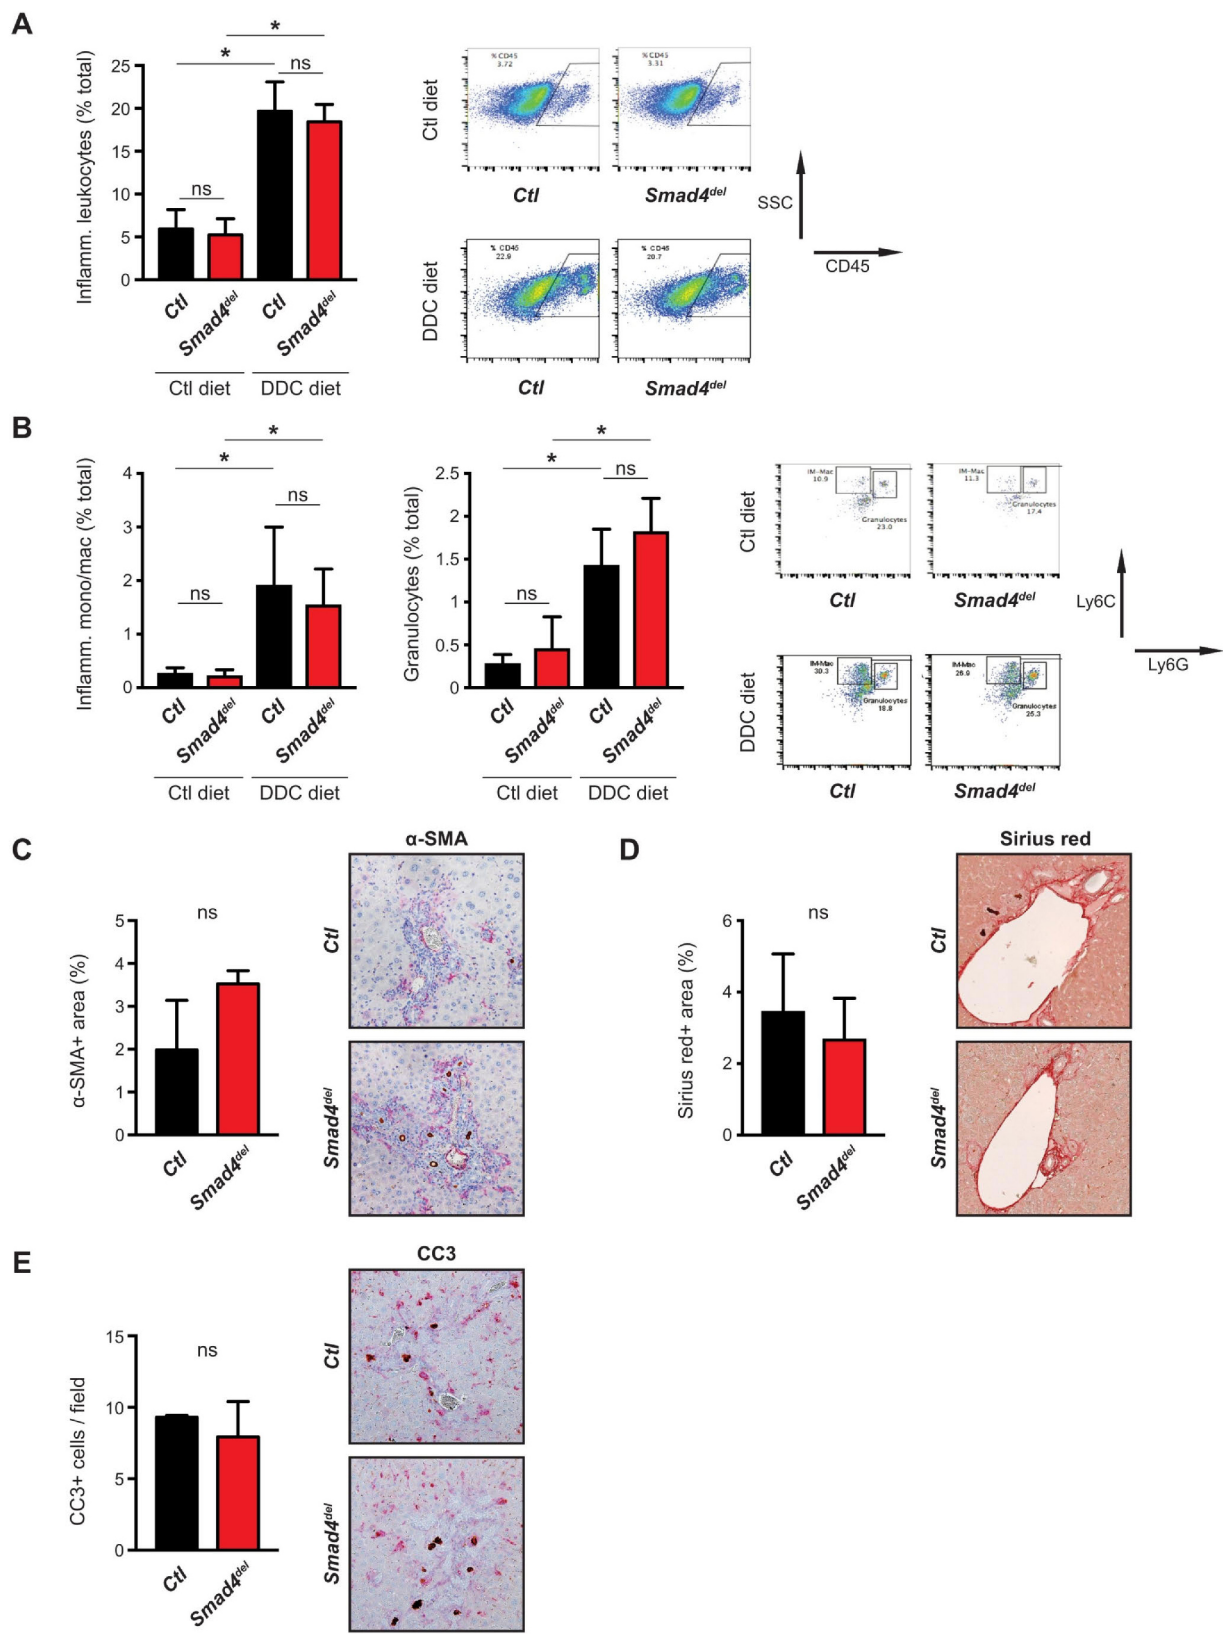

**Fig. S2.** A) Quantification of inflammatory leukocytes in control and injured (DOC diet) livers of *Ctl* and *Smad4<sup>del</sup>* mice showing no significant difference. Livers from mice on control diet (n=3 mice per cohort) and DOC diet (n=6 mice per cohort) were digested and analyzed for cells staining positive for the immune marker CD45. Representative FACS plots are shown on the right. (B) Quantification of inflammatory monocytes/macrophages and granulocytes in control and injured (DOC diet) livers of *Ctl* and *Smad4<sup>del</sup>* mice showing no significant difference. Livers from mice on control diet (n=3 mice per cohort) and DOC diet (n=6 mice per cohort) were digested and analyzed for cells staining positive for the following immune markers CD45+/CD11b+/Ly6C-high/Ly6G-low for monocytes/macrophages and CD45+/CD11b+/Ly6C-high/Ly6G-high for granulocytes. Representative Ly6C/Ly6G plots are shown on the right. (C) Quantification of area staining positive for the myofibroblast marker  $\alpha$ SMA compared to total liver revealing no significant difference. Random 40x fields were used for quantification, n=3 mice per cohort with 3 fields per mouse. Representative images are shown on the right (magnified 200x). (D) Quantification of collagen area staining positive for Sirius red showing no significant difference, n=3 mice per cohort. Representative images are shown on the right (magnified 100x). (E) Quantification of cells staining positive for apoptosis cleaved-caspase 3 (CC3) revealing no significant difference. Random 200x images were used for quantification, n=2-3 mice per cohort with 5 fields per mouse. Representative images are shown on the right (magnified 200x). ns, not significant, \*p<0.05, Bar=25  $\mu$ m in C and E, Bar=50  $\mu$ m in D.

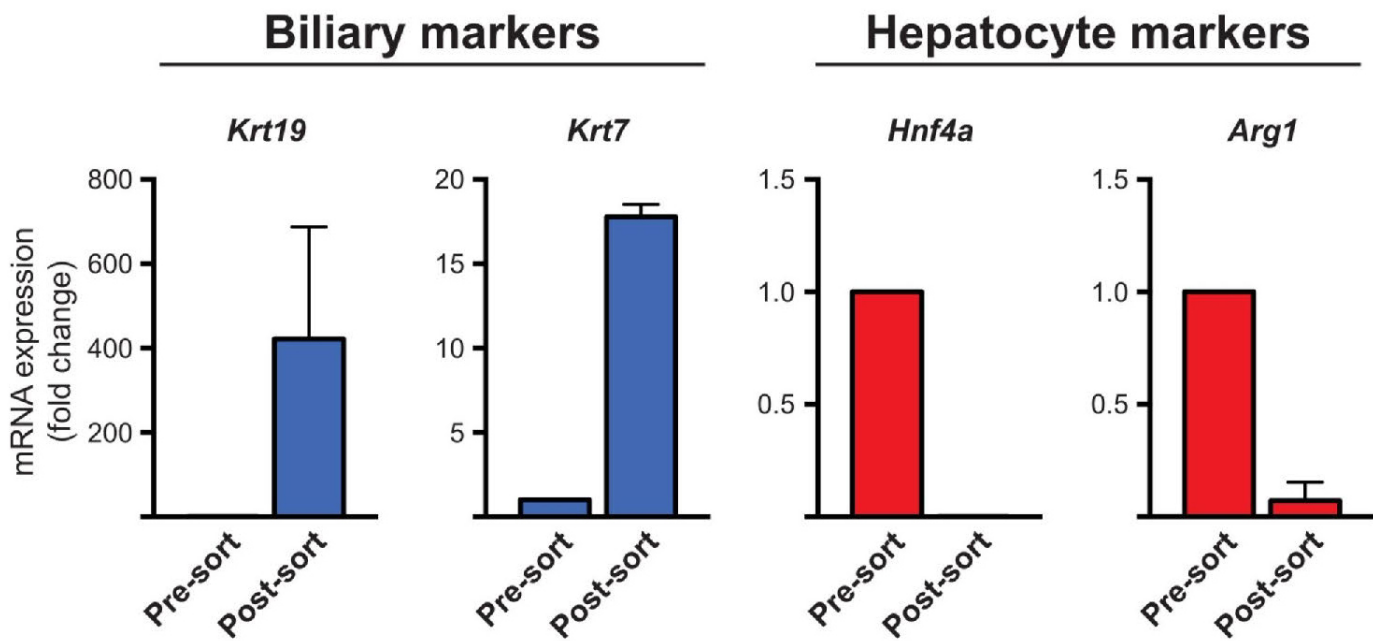

**Fig. S3.** FACS-isolation enriches for reactive cholangiocytes. mRNA expression levels assessed by qPCR of hepatocyte and biliary markers in samples taken before the sort and after the sort, demonstrating enrichment of the biliary compartment.

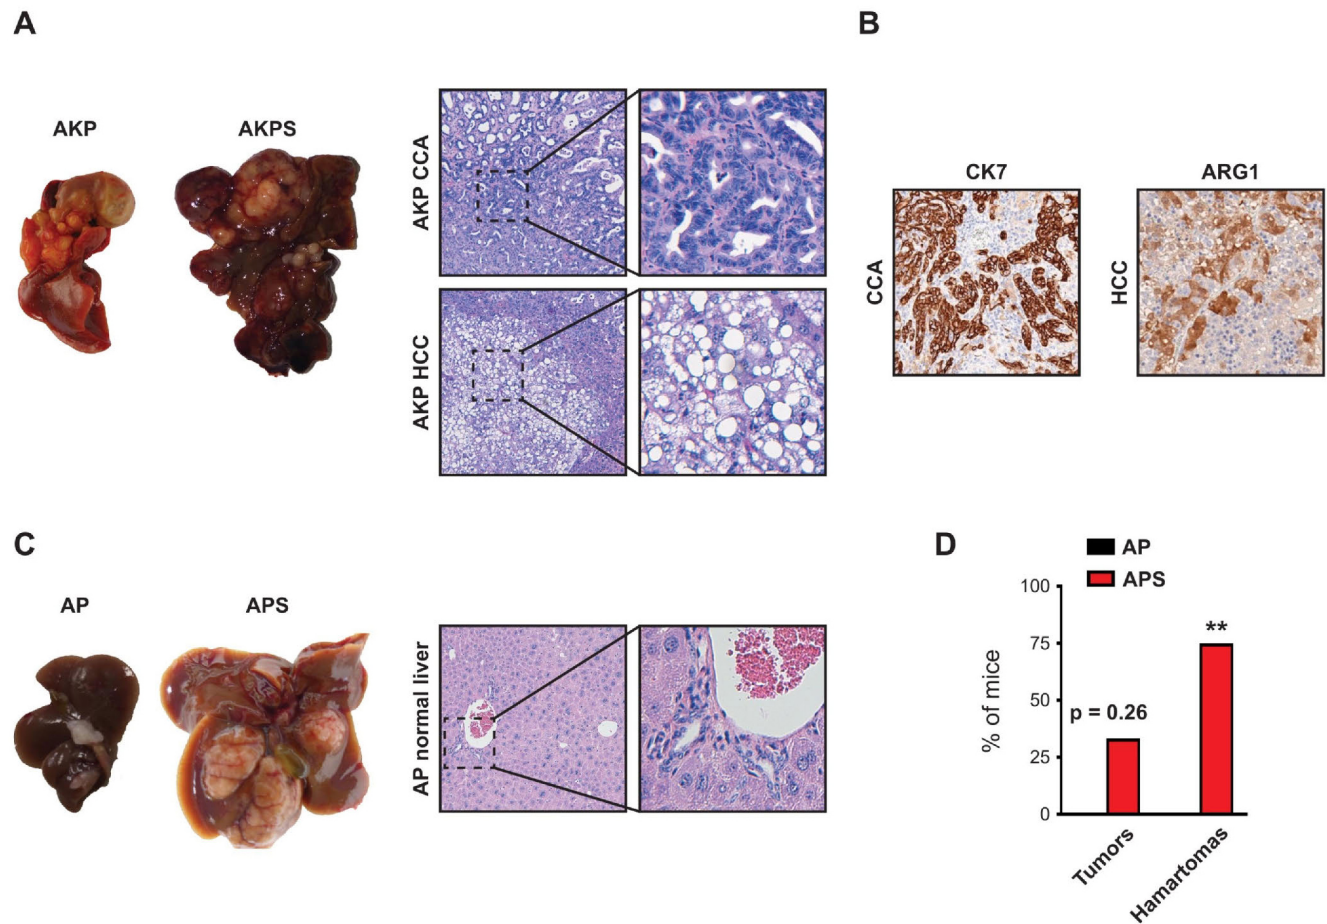

**Fig. S4.** (A) Macroscopic images of AKP and AKPS livers with representative histology images of control AKP CCA and HCC (magnified 100x with selected boxed areas shown enlarged on the right). (B) Representative images of positive CK7 staining and ARG1 staining in murine CCA and HCC, respectively (magnified 100x). (C) Macroscopic images of AP and APS with representative histology images of control AP livers with normal histology (magnified 100x with selected boxed area shown enlarged on the right). (D) Quantification of tumors and hamartomas in AP and APS mice. \* $p < 0.01$ , Bar=50  $\mu\text{m}$ .

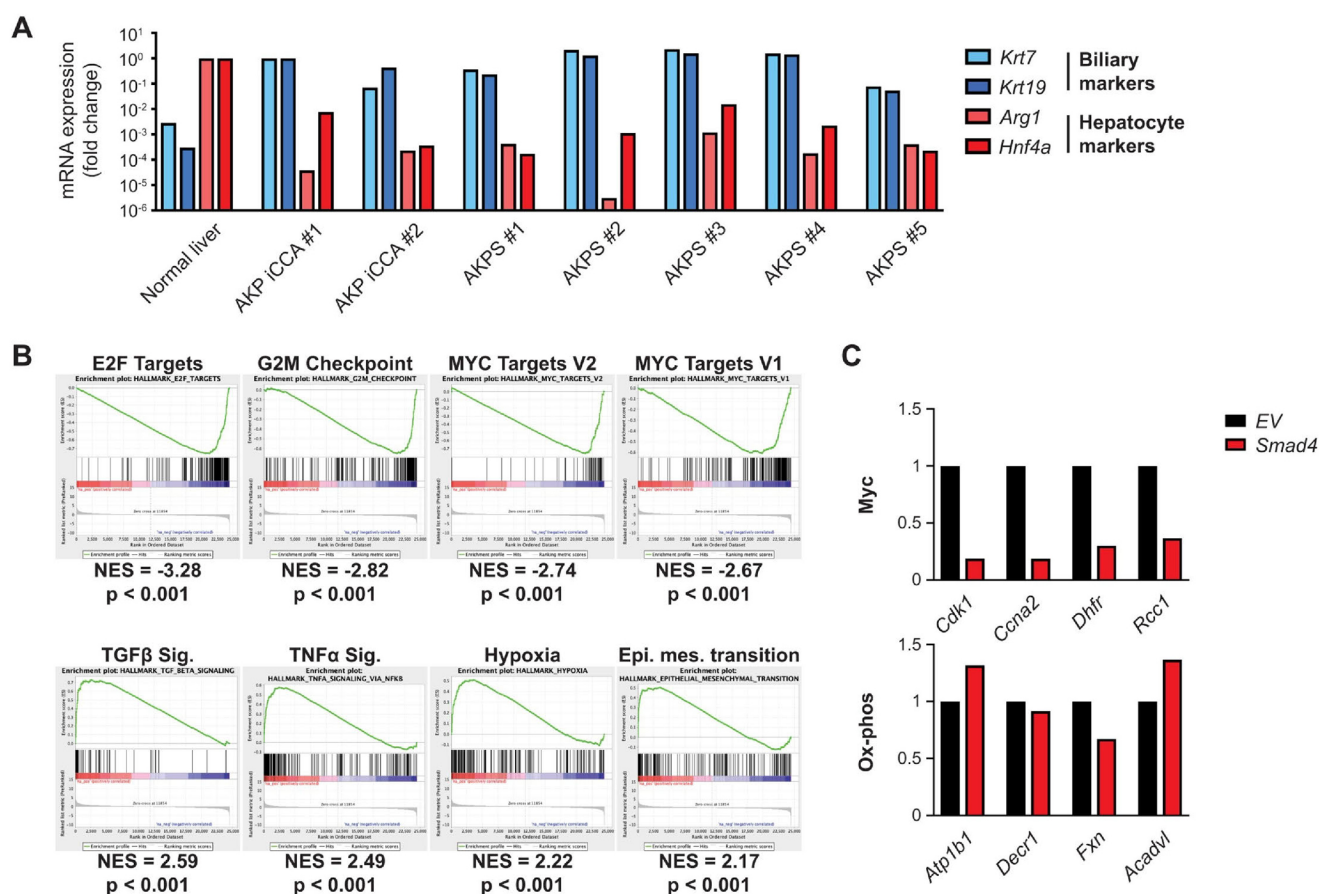

**Fig. S5.** (A) mRNA expression levels assessed by qPCR to characterize the differentiation state of AKPS cell lines *in vitro*. Included are normal liver to provide a representative hepatocellular signature and AKP cell lines derived from CCA (AKP iCCA #1 and #2) to represent a biliary signature. AKPS cell lines #1-5 show expression of biliary markers. Expression was normalized to *Rhoa*. (B) Gene set enrichment analysis (GSEA) of genes differentially expressed in *Smad4*-restored CCA cell lines. Enrichment plots from the Hallmarks Gene Set Collection are shown for the top five gene sets most negatively correlated (top row) in genes downregulated in *Smad4*-restored CCA cell lines or most positively correlated (bottom row) in genes upregulated in *Smad4*-restored CCA cell lines. (C) mRNA expression levels assessed by qPCR of MYC target genes and Ox-Phos related genes derived from the leading edge analysis of reactive cholangiocyte GSEA. Expression was normalized to *Rhoa*. Ox-Phos, oxidative phosphorylation; EMT, epithelial mesenchymal transition; NES, normalized enrichment score.

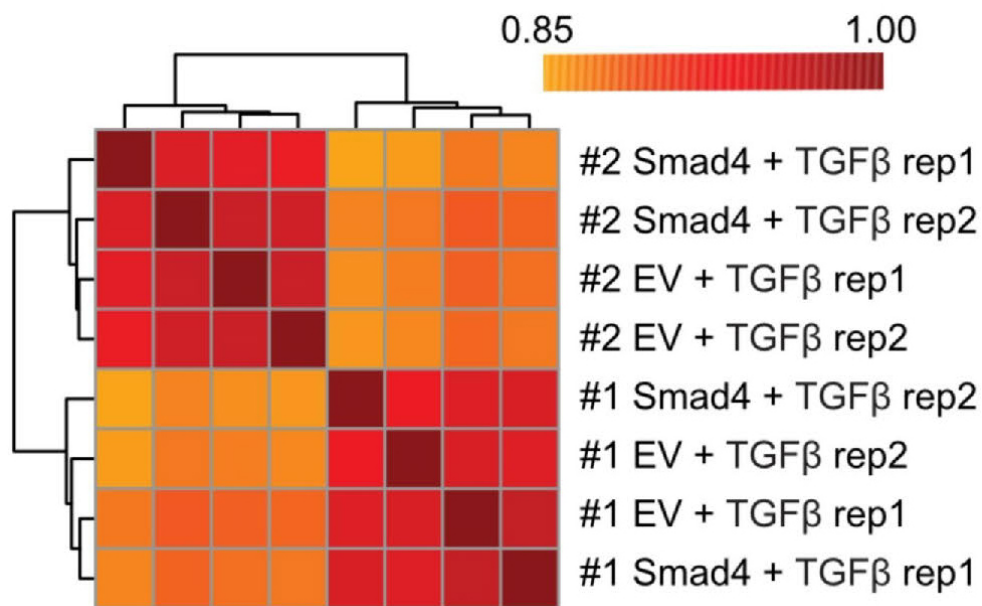

**Fig. S6.** Hierarchical clustering of DNAm changes in *Smad4* restored CCA cell lines. Pearson correlation coefficients were determined for pairwise comparisons of all genome-wide DNAm (RRBS) datasets. Hierarchical clustering was then applied to group samples to distinguish similarity in datasets. A colored heatmap scale is shown to indicate Pearson R values.

**Table S1. Summary of AKPS and AKP liver tumors**

| Mouse Number | Genotype ( <i>Alb-Cre</i> )                                                               | Age at death* (weeks) | Liver Histology    |
|--------------|-------------------------------------------------------------------------------------------|-----------------------|--------------------|
| 2797         | <i>Kras</i> <sup>LSL-G12D</sup> <i>Tp53</i> <sup>fl/+</sup> <i>Smad4</i> <sup>fl/fl</sup> | 24                    | CCA, HCC, BiIN     |
| A3333        | <i>Kras</i> <sup>LSL-G12D</sup> <i>Tp53</i> <sup>fl/+</sup> <i>Smad4</i> <sup>fl/fl</sup> | 45                    | CCA, HCC           |
| A3368        | <i>Kras</i> <sup>LSL-G12D</sup> <i>Tp53</i> <sup>fl/+</sup> <i>Smad4</i> <sup>fl/fl</sup> | 51                    | CCA, HCC, BiIN, BH |
| A3370**      | <i>Kras</i> <sup>LSL-G12D</sup> <i>Tp53</i> <sup>fl/+</sup> <i>Smad4</i> <sup>fl/fl</sup> | 60                    | -                  |
| A3474        | <i>Kras</i> <sup>LSL-G12D</sup> <i>Tp53</i> <sup>fl/+</sup> <i>Smad4</i> <sup>fl/fl</sup> | 29                    | CCA, HCC, BH       |
| A3722        | <i>Kras</i> <sup>LSL-G12D</sup> <i>Tp53</i> <sup>fl/+</sup> <i>Smad4</i> <sup>fl/fl</sup> | 31                    | CCA, HCC, BH       |
| A3723        | <i>Kras</i> <sup>LSL-G12D</sup> <i>Tp53</i> <sup>fl/+</sup> <i>Smad4</i> <sup>fl/fl</sup> | 29                    | CCA, HCC, BiIN, BH |
| A3980        | <i>Kras</i> <sup>LSL-G12D</sup> <i>Tp53</i> <sup>fl/+</sup> <i>Smad4</i> <sup>fl/fl</sup> | 47                    | CCA, HCC           |
| A3981        | <i>Kras</i> <sup>LSL-G12D</sup> <i>Tp53</i> <sup>fl/+</sup> <i>Smad4</i> <sup>fl/fl</sup> | 50                    | CCA, HCC, BiIN     |
| A3984        | <i>Kras</i> <sup>LSL-G12D</sup> <i>Tp53</i> <sup>fl/+</sup> <i>Smad4</i> <sup>fl/fl</sup> | 48                    | CCA, HCC, IPBN     |
| 2522         | <i>Kras</i> <sup>LSL-G12D</sup> <i>Tp53</i> <sup>fl/+</sup>                               | 56                    | CCA, HCC           |
| A2331        | <i>Kras</i> <sup>LSL-G12D</sup> <i>Tp53</i> <sup>fl/+</sup>                               | 82                    | Normal             |
| A2570        | <i>Kras</i> <sup>LSL-G12D</sup> <i>Tp53</i> <sup>fl/+</sup>                               | 38                    | CCA, HCC           |
| A2571        | <i>Kras</i> <sup>LSL-G12D</sup> <i>Tp53</i> <sup>fl/+</sup>                               | 55                    | CCA                |
| A3131**      | <i>Kras</i> <sup>LSL-G12D</sup> <i>Tp53</i> <sup>fl/+</sup>                               | 65                    | -                  |

\* Due to disease burden

\*\* Poor tissue quality

**Table S2. Summary of APS and AP liver tumors**

| Mouse Number | Genotype ( <i>Alb-Cre</i> )*                               | Liver Histology |
|--------------|------------------------------------------------------------|-----------------|
| 2959         | <i>Tp53</i> <sup>fl/fl</sup> <i>Smad4</i> <sup>fl/fl</sup> | BH              |
| 2967         | <i>Tp53</i> <sup>fl/fl</sup> <i>Smad4</i> <sup>fl/fl</sup> | BH              |
| 4472         | <i>Tp53</i> <sup>fl/fl</sup> <i>Smad4</i> <sup>fl/fl</sup> | BH, IPBN        |
| A341         | <i>Tp53</i> <sup>fl/fl</sup> <i>Smad4</i> <sup>fl/fl</sup> | BH              |
| A343         | <i>Tp53</i> <sup>fl/fl</sup> <i>Smad4</i> <sup>fl/fl</sup> | BH              |
| A424         | <i>Tp53</i> <sup>fl/fl</sup> <i>Smad4</i> <sup>fl/fl</sup> | BH              |
| A441         | <i>Tp53</i> <sup>fl/fl</sup> <i>Smad4</i> <sup>fl/fl</sup> | Normal          |
| A577         | <i>Tp53</i> <sup>fl/fl</sup> <i>Smad4</i> <sup>fl/fl</sup> | Normal          |
| A683         | <i>Tp53</i> <sup>fl/fl</sup> <i>Smad4</i> <sup>fl/fl</sup> | CCA, HCC, BH    |
| A684         | <i>Tp53</i> <sup>fl/fl</sup> <i>Smad4</i> <sup>fl/fl</sup> | HCC, BH         |
| A689         | <i>Tp53</i> <sup>fl/fl</sup> <i>Smad4</i> <sup>fl/fl</sup> | CCA, HCC, BH    |
| A1422        | <i>Tp53</i> <sup>fl/fl</sup> <i>Smad4</i> <sup>fl/fl</sup> | BH              |
| A1424        | <i>Tp53</i> <sup>fl/fl</sup> <i>Smad4</i> <sup>fl/fl</sup> | CCA, HCC, BH    |
| A1659        | <i>Tp53</i> <sup>fl/fl</sup> <i>Smad4</i> <sup>fl/fl</sup> | Normal          |
| A1661        | <i>Tp53</i> <sup>fl/fl</sup> <i>Smad4</i> <sup>fl/fl</sup> | Normal          |
| 2670         | <i>Tp53</i> <sup>fl/fl</sup>                               | Normal          |
| 2865         | <i>Tp53</i> <sup>fl/fl</sup>                               | Normal          |
| 2931         | <i>Tp53</i> <sup>fl/fl</sup>                               | Normal          |
| 2935         | <i>Tp53</i> <sup>fl/fl</sup>                               | Normal          |
| 2946         | <i>Tp53</i> <sup>fl/fl</sup>                               | Normal          |
| 2972         | <i>Tp53</i> <sup>fl/fl</sup>                               | Normal          |
| 4322         | <i>Tp53</i> <sup>fl/fl</sup>                               | Normal          |
| 4349         | <i>Tp53</i> <sup>fl/fl</sup>                               | Normal          |

\* Euthanized at time point

**Table S3. Primer Sequences**

| <b>Target mRNA</b> | <b>Forward Primer (5' to 3')</b> | <b>Reverse Primer (5' to 3')</b> |
|--------------------|----------------------------------|----------------------------------|
| <i>Acadvl</i>      | CTACTGTGCTTCAGGGACAAC            | CAAAGGACTTCGATTCTGCCC            |
| <i>Atp1b1</i>      | GCTGCTAACCATCAGTGAAC             | GGGGTCATTAGGACGGAAGGA            |
| <i>Bmp2</i>        | CACACAGGGACACACCAACC             | CAAAGACCTGCTAATCCTCAC            |
| <i>Bmp4</i>        | CGTCATTCCGGATTACATGAGGGA         | CCTGGGATGTTCTCCAGATGTTCT         |
| <i>Ccna2</i>       | GCCTTCACCATTCATGTGGAT            | TTGCTCCGGGTAAAGAGACAG            |
| <i>Cdk1</i>        | AGAAGGTACTTACGGTGTGGT            | GAGAGATTTCCCGAATTGCAGT           |
| <i>Decr1</i>       | GATCCGGGTCCTCAGAGGTTT            | ATCAGGTGGTAGCATAGGCTT            |
| <i>Dhfr</i>        | CGCTCAGGAACGAGTTCAAGT            | TGCCAATTCCGGTTGTTCAATA           |
| <i>Fxn</i>         | CCACGCCCATTGAACTC                | TCTTTCATACGCTGTCTCGTCT           |
| <i>Hnf4a</i>       | GGTAGGGGAGAATGCGACTC             | AAACTCCAGGGTGGTGTAGG             |
| <i>Krt7</i>        | CACCCGGAATGAGATTGCG              | GCACGCTGGTTCTTCAAGGT             |
| <i>Krt19</i>       | TGCTGGATGAGCTGACTCTG             | AATCCACCTCCACACTGACC             |
| <i>Rcc1</i>        | ATGCCACCCAAGCGCATAG              | CAAGCCTGGTTCTGTGTTGTG            |
| <i>RhoA</i>        | AGCTTGTGGTAAGACATGCTTG           | GTGTCCCATAAAGCCAACTCTAC          |
| <i>Smad4</i>       | GACAGTGTCTGTGTGAATCC             | TACTTGGCGGGTGTGGATG              |
| <i>Tgfb1</i>       | TACGTCAGACATTCGGAAGCA            | AGGTAACGCCAGGAATTGTTGC           |
| <i>Tgfb2</i>       | GCCTTCGCCCTCTTTACATTGA           | CGGAAGCTTCGGGATTTATGGT           |
| <i>Tgfb3</i>       | CCTGGCCCTGCTGAACTTG              | TTGATGTGGCCGAAGTCCAAC            |

How the deposited data were processed for this re-analysis (not part of the article)

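Reactive cholangiocytes (EPCAM+/CD45-/TER119- cells) of 5 *Ctl* and 5 *Smad4 del* mice on a diet with 0.1% DDC for 2 weeks were analysed as 1 sample per mouse. The mice are named by the numbers of the submitters' labels, which carry the tag cell line and a protocol of cell culture, while the paper describes cells sorted from livers, as taken here. For the deposited signal values, the authors trimmed reads with Trimmomatic 0.36, aligned them with STAR 2.5.2b to GRCm38.p5 with GENCODE M12, counted them per gene with featureCounts of subread 1.5.0p3 and normalized the counts with DESeq2 1.14.1 in R 3.3.2. The submitters' processing notes name mm9 beside GRCm38.p5, and GRCm38.p5 was used here as in the methods. Counting was done with uniquely aligned reads and including multi-mapping reads, and which of the 2 was deposited is not given in the sources used here.

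The values are counts divided by 1 size factor per mouse, with no correction for gene length. All values of a mouse were whole multiples of its smallest value (100%, relative tolerance 1e-06), which gave back 16249719 to 21277339 reads on genes per *Ctl* mouse and 16734672 to 19710560 per *Smad4 del* mouse. In mouse A5217 the value of 1 read is 0.998, within 0.5% of 1, where such steps alone do not exclude rounding by the authors. For that reason a check of units did not accept recovered reads for this mouse and called for the count test to be removed. Its values are not rounded, so it was kept in the count tests over 10 mice, and DESeq2 and edgeR were also run without it. The count tests are alternatives only.

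Of 49568 genes, 22557 were at 0 in all mice, and 14870 with a mean normalized count of at least 10 were tested. Limma 3.58.1 in R 4.3.3 was fitted to log2(normalized count + 1) with a trended variance prior, the cohort as the only term and Benjamini-Hochberg adjustment at 0.05. Single genes and list levels were also compared with an exact two-sided permutation test, whose smallest p for 5 mice against 5 is 0.00794. Gene sets were tested with camera of limma at a preset correlation of 0.01, adjusted over 27 gene lists and 12 lists of cell type markers. The lists were written from general knowledge before the data were examined. They are not the Hallmark sets of the paper, which were not used here. The pictures of Figs 2 and 4 had been seen. The endothelial list was chosen without the genes drawn in Fig. 2B, but several other lists hold some of them. Results of those lists are not independent of that figure. Alternatives were other pseudocounts (0.5 and 10), no filter and a minimum of 50, quantile and median scaling, sample weights, a robust prior, covariates (mouse number block, *Xist*, endothelial markers), DESeq2 1.42.0 and edgeR 4.0.16 on recovered reads, an estimated correlation, pre-ranked GSEA with fgsea 1.28.0, Reactome sets, lists without members of a cell type list, and leaving out each mouse. Other alternatives were chosen after seeing the data: a macrophage covariate, DESeq2 statistics in the set test, the count tests without A5217, DESeq2 filtering at 0.1, and counts of list members without A5215, or by DESeq2 without A5217.

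The genes named are *Smad4*; the genes the paper names for these cells or measures by qPCR, with *Mki67* and *Ptprc*; the 10 largest rises and the 10 largest falls among called genes with a mean of at least 50 and no overlap between cohorts; in each list up to 4 members with the smallest p in the direction in which more were called, or the 2 with the highest mean where none was; and up to 4 genes per direction of Fig. 2B. This rule was fixed before the data were examined, except that the figures had been seen. Not all genes it takes are described, and 5 of them are not reported here. Gene positions are those of GENCODE M21 on GRCm38, the build of the methods in a later annotation, which holds 14532 of the 14870 tested symbols; 14782 were matched with synonyms included.

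The tests were tested on simulated data. In counts simulated for the comparison of *Smad4 del* with *Ctl* over 14870 genes, limma recovered 69 of 100 genes changed 2-fold and 99 of 100 changed 4-fold and called 11 unchanged genes; edgeR recovered 71 and 99 with 11 and DESeq2 73 and 99 with 26 unchanged genes called. Of 50 simulated lists, camera called all 10 that were shifted by 0.5 and 0 of the others. No correlation between genes is given for the simulated lists, so this does not give the rate of false calls for correlated lists. The estimated correlation of the real mitosis list was 0.383. The labels give no sex, litter or batch, so that only *Xist* and blocks of mouse numbers could serve as covariates for them.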

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

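The tests of within-cohort correlation and of endothelial against hepatocyte markers, the macrophage covariate for mitosis and replication genes, and the endothelial covariate for inflammatory and replication genes were chosen after the results were seen; the other tests of this part were set before their results were seen, the macrophage covariate for inflammatory genes after the data but before its own result.

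Single mice stood apart from the other 4 of their cohort in 5 of 62 comparisons, where chance gives about 5%. *Cyr61* was at 39540 normalized counts in *Ctl* mouse A5626 against 52550 to 57460 in the others and at 75840 in *Smad4 del* mouse A5447 against 36950 to 44850. *Epcam* was at 16860 in *Ctl* mouse A5215 against 25160 to 25560. *Krt7* was at 12350 in *Smad4 del* mouse A5447 against 8575 to 9457. The mean log2 level of neutrophil markers was 7.53 in *Smad4 del* mouse A5216 against 4.20 to 5.16.

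Lists outside the gene sets that the paper discusses for these cells differed between the cohorts at a preset correlation of 0.01, and none of them at an estimated one. Their median log2 differences were -1.45 for endothelial, -1.11 for stellate cell and fibroblast, -0.929 for mesothelial, -2.51 for macrophage and Kupffer cell, -1.14 for lymphocyte and 0.633 for hepatocyte markers, and 0.115 for the tricarboxylic acid cycle, -0.205 for Hippo-YAP targets, -0.552 for the Notch pathway and 0.377 for xenobiotic and glutathione metabolism.

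The mean level of endothelial markers was lower in each *Smad4 del* mouse than in each *Ctl* mouse, although the EPCAM gate should remove endothelial cells, and the most abundant averaged 6558 normalized counts in *Ctl* and 2001 in *Smad4 del* cells (*Vwf*), 6299 and 1507 (*Ehd3*), and 5977 and 1295 (*Ptprb*); 1 of the 36 markers is on another list. Endothelial and hepatocyte markers moved apart (exact two-sided permutation test of their difference, p = 0.0159), but hepatocyte markers alone did not pass (exact two-sided permutation test, p = 0.167). By median, stellate, mesothelial, macrophage and lymphocyte markers were lower too, and platelet markers were higher. Whether RNA of the hepatocyte markers came from hepatocytes was not tested. The comparison therefore cannot decide on dilution of all other cell types by more cholangiocytes, which stays open. A candidate explanation is a smaller share of endothelial cells in the sorted population. The markers varied together within the cohorts, with a mean correlation of 0.512 against a median of -0.00256 in 1000 random lists of 36 genes. This cannot separate a smaller share of cells from lower expression, since other lists varied together as well. The estimated correlation was 0.695 for respiratory subunits, 0.615 for immediate early genes and 0.441 for cholangiocyte markers. Whether fewer such cells were carried along in the sort or the livers held fewer of them stays open, as does a response of endothelial cells to the cholangiocytes that lack *Smad4*.

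SMAD targets, matrix genes and inflammatory genes were lower, and so were the markers of endothelial cells and of macrophages, which the gate against CD45 should remove. Over members in no cell type list, the level of SMAD targets differed by -1.19 (SE 0.114), and with the endothelial level as a covariate by -0.863 (SE 0.229), or 72.4% of it, which argues against endothelial cells as the whole cause. The SMAD list holds genes drawn in Fig. 2B, which the paper chose on these mice, so this value is not independent of that figure. Of the difference in inflammatory genes, -0.869 (SE 0.175), 64.7% was left with the macrophage level as a covariate (-0.562, SE 0.154), which argues against macrophages as the whole cause. With the endothelial level 41.5% was left for inflammatory genes (-0.361, SE 0.351) and 39.6% for matrix genes (-0.323, SE 0.258, after -0.814, SE 0.141), so for both lists fewer endothelial cells and lower expression in cholangiocytes cannot be told apart, because the endothelial level and the cohort are correlated (r = -0.891). Loss of *Smad4* remains a candidate explanation for all of these lists.

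Mitosis genes were higher by 0.818 (SE 0.214) and replication genes by 0.561 (SE 0.134). With *Xist* as a covariate 106% of the difference in mitosis genes was left (0.870, SE 0.223), which argues against the sex of the mice. With the macrophage level 89.8% was left for mitosis (0.734, SE 0.289) and 81.4% for replication genes (0.456, SE 0.173), which argues against macrophages as the whole cause. With the endothelial level 95.9% was left for mitosis (0.784, SE 0.503) and 56.3% for replication genes (0.316, SE 0.298), each within 2 SE of 0, so a link to the cell makeup cannot be told apart from an effect of the genotype. A higher rate of division in *Smad4 del* cholangiocytes stays open in these RNA values as the biological explanation. By histology, the paper found more proliferating cholangiocytes (KRT19+ and Ki67+) in DDC-injured *Smad4 del* livers than in *Ctl* livers (Fig. 1E), which goes with this explanation.

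The numbers of called genes exceeded those of the other splits of the 10 mice into 5 and 5. Of 100 of the 126 splits, 1, the real one, gave as many as 362 genes in 1 direction, and 1 gave as many as 697, and the highest other count was 299. Chance can be excluded for both directions at this number of splits. The split with 299 exchanges *Ctl* mouse A5628 and *Smad4 del* mouse A5216, and 93 of the 99 other splits called 0 genes.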

How the results depend on the processing

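The macrophage covariate, DESeq2 statistics in the set test, the count tests without A5217 and DESeq2 filtering at 0.1 were chosen after seeing the data. *Smad4* was lower in all alternatives run, with log2 fold changes of -2.11 to -1.87, and lost its call only with the endothelial covariate (-1.951), which is correlated with the cohort and leaves 0 called genes in either direction. All 5 cholangiocyte markers stayed within the first 100 genes of their cohort in each of the 8 alternatives run on the ranks. Against 362 genes higher and 697 lower, DESeq2 called 930 and 1375 (942 and 1364 filtered at 0.1, 486 and 1025 without A5217), edgeR 313 and 598 (89 and 265 without A5217), and the macrophage covariate left 135 and 371. Genes higher numbered 209 without a filter, 579 with quantile scaling (607 lower) and 626 with median scaling (639 lower). Leaving out 1 mouse gave 105 to 563 higher and 329 to 852 lower genes. The cause of these shifts was not tested beyond the construction of each alternative. No list passed with an estimated correlation, where the adjusted p was 0.113 for SMAD targets, 0.247 for the replication, mitosis, matrix, IL6-JAK-STAT3, inflammatory and endothelial lists, 0.259 for the MYC and fatty acid lists, 0.273 for TGFβ and BMP components, 0.336 for TNFα and 0.413 for the respiratory subunits. With the endothelial covariate the calls ended for IL6-JAK-STAT3 (0.929) and endothelial markers (0.983, by construction). The Reactome set of TGFβ receptor signaling did not pass (0.174), while those of the cell cycle (1.14e-07), electron transport (1.52e-08), β-oxidation (2.17e-04) and extracellular matrix (7.22e-11) did, but not with an estimated correlation (0.0893, 0.269, 0.218 and 0.0815). Apart from these and from the changes of direction below, the calls of these 12 lists held in the other alternatives run on them, leaving out each mouse included. Of the 127 named genes besides *Smad4*, 97 were called, and 37 of these lost the call without at least 1 mouse (35 without A5217, 28 without A5218, 26 without A5221, 20 without A5624, 18 without A5215, 2 to 14 without each other mouse), while 3 gained one (*Cdkn2b* without A5215, *Csf3r* without A5216, *Msln* without A5447), as did 3 with DESeq2 and 4 with the macrophage covariate. Calls of named genes also ended in number with the endothelial covariate (86, besides those that changed direction), the macrophage covariate (50), edgeR without A5217 (44) and no filter (12), and for at most 5 genes in each other alternative. Over all alternatives the adjusted p was 2.19e-21 to 0.413 for the respiratory subunits, 2e-10 to 0.983 for MYC, 4.46e-13 to 0.929 for IL6-JAK-STAT3 and 6.18e-06 to 0.626 for TGFβ and BMP components. Other lists lost a call besides the loss at an estimated correlation: lymphocyte markers with a minimum of 50 (0.449), with sample weights (0.0617), with the endothelial covariate (0.0827), with DESeq2 statistics (0.0774), by pre-ranked GSEA (0.141) and without A5215 (0.0954), A5219 (0.117), A5626 (0.0801), A5447 (0.133) or A5624 (0.122); Hippo-YAP targets with the *Xist* covariate (0.204), with DESeq2 statistics (0.0684) and without A5628 (0.0709), A5216 (0.0675), A5217 (0.0542) or A5218 (0.0732); the Notch pathway with a minimum of 50 (0.0637) and without A5216 (0.0663); hepatocyte markers with the endothelial covariate (0.566) and without A5221 (0.0978); stellate markers (0.513), the tricarboxylic acid cycle (0.338) and peroxisomes (0.223) with the endothelial covariate; interferon genes (0.532) and cholangiocyte markers (0.685) with the macrophage covariate. Lists that had not passed gained a call: mitochondrially encoded transcripts as lower without a filter (0.0302), with quantile scaling (0.0418), with the mouse number block (0.0288), by pre-ranked GSEA (0.0495) and without A5626 (0.00672) or A5216 (0.00161); DNA repair as higher without a filter (0.0162), with the *Xist* covariate (0.0332), by pre-ranked GSEA (0.0214) and without A5626 (0.0198), A5628 (0.0207), A5216 (0.0444) or A5217 (0.0252); digestive tract genes as higher with a pseudocount of 10 (0.0428), without a filter (0.0488), with sample weights (0.0475), with the macrophage covariate (0.0270), with DESeq2 statistics (0.0384), by pre-ranked GSEA (0.0319) and without A5215 (0.0400), A5219 (0.0419) or A5447 (0.0410); neutrophil markers as lower without a filter (0.0456), with quantile scaling (0.0478), with median scaling (0.0418), with the *Xist* covariate (0.0256) and without A5628 (0.0146) or A5216 (0.00421); Hedgehog genes as lower without a filter (0.0254) and with the macrophage covariate (0.0163); platelet markers as higher with the macrophage covariate (6.5e-07); immediate early genes as lower without A5447 (0.0238). No paired analysis was run because the cohorts share no replicate numbers. The paper says that controls were littermates where possible, but the labels give no litter. With blocks of mouse numbers as a covariate, limma called 395 genes higher and 727 lower.

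Other changes of direction are log2 fold changes of genes or adjusted p-values of lists. With quantile scaling the log2 fold change changed sign for *Egr1* (0.0178) and the direction changed for heme synthesis and iron (0.913). With sample weights the log2 fold change changed sign for *Krt7* (-0.0944) and the direction changed for erythroid markers (0.997). With the *Xist* covariate the log2 fold change changed sign for *Ftl1* (-0.14), *Itga2b* (-0.29) and the direction changed for CDK inhibitors and p53 targets (0.980), heme synthesis and iron (0.580). With the endothelial covariate the log2 fold change changed sign for *Ambp* (-0.13), *Cxcl10* (0.18), *Epcam* (-0.30), *Gbp3* (0.0974), *Gbp7* (0.54), *Hes1* (0.56), *Hk1* (0.0579), *Hnf4a* (-0.0535), *Il4ra* (0.32), *Il6st* (0.31), *Krt7* (-0.13), *Lats2* (0.0530), *Lifr* (2.8e-05), *Msln* (0.0801), *Ppbp* (-0.40), *Ptch1* (0.19), *Slc10a2* (-0.0843), *Smo* (-0.20), *Spp1* (-0.24), *Tgfbr3* (0.33) and the direction changed for MYC targets, ribosome biogenesis and translation (0.983), oxidative phosphorylation, nuclear-encoded subunits (0.0152), TGFβ and BMP pathway components (0.626), interferon response and antigen presentation (0.566), hypoxia and glycolysis (0.798), Hippo-YAP targets (0.983), Notch pathway and targets (0.983), Wnt-b-catenin targets (0.983), Hedgehog pathway (0.929), heme synthesis and iron (0.983), cholangiocyte markers (0.606), mesothelial markers (0.798), neutrophil markers (0.983). With the macrophage covariate the log2 fold change changed sign for *Cdh1* (-0.0924), *Epcam* (-0.0131), *Fth1* (0.21), *Hba-a1* (1.53), *Hbb-bs* (2.00), *Hnf4a* (-0.0814), *Il1r2* (1.14), *Jag1* (-0.25), *Krt7* (-0.21), *Ptprc* (0.62), *Smo* (-0.0723) and the direction changed for hypoxia and glycolysis (0.469), DNA methylation machinery (0.805), macrophage and Kupffer cell markers (0.363), neutrophil markers (0.278), lymphocyte markers (0.397), erythroid markers (0.0138). With DESeq2 the log2 fold change changed sign for *Ftl1* (-0.0616), *Hba-a1* (0.0521), *Hbb-bs* (0.30), *Krt7* (-0.0129). With edgeR the log2 fold change changed sign for *Ftl1* (-0.0489), *Hba-a1* (0.0547), *Hbb-bs* (0.31), *Krt7* (-0.00492). With DESeq2 without A5217 the log2 fold change changed sign for *Ftl1* (-0.11), *Hba-a1* (0.34), *Hbb-bs* (0.60). With edgeR without A5217 the log2 fold change changed sign for *Ftl1* (-0.0957), *Hba-a1* (0.34), *Hbb-bs* (0.60). With DESeq2 filtering at 0.1 the log2 fold change changed sign for *Ftl1* (-0.0616), *Hba-a1* (0.0521), *Hbb-bs* (0.30), *Krt7* (-0.0129). Without a filter the direction changed for tuft and neuroendocrine markers (0.182). With median scaling the direction changed for hypoxia and glycolysis (0.904). With DESeq2 statistics the direction changed for erythroid markers (0.627). With pre-ranked GSEA the direction changed for CDK inhibitors and p53 targets (0.809). Leaving out 1 mouse, with a change of sign in at least 1 case, gave log2 fold changes of *Ftl1* -0.15 to 0.28, *Hbb-bs* -2.63 to 0.22, *Itga2b* -0.32 to 0.41, *Jag1* -0.0727 to 0.14, *Krt7* -0.12 to 0.0825, and adjusted p-values of CDK inhibitors and p53 targets 0.646 to 0.967, erythroid markers 0.302 to 0.970, heme synthesis and iron 0.601 to 0.967, hypoxia and glycolysis 0.700 to 0.973, platelet and megakaryocyte markers 0.0664 to 0.992. The depth of 16249719 to 21277339 reads per mouse limits statements on genes with few reads, such as *Fgf15* in *Ctl* mice.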

Differences from the paper's values

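The paper gives 939 genes higher in *Smad4 del* cells at an adjusted p under 0.05, and limma on the normalized values gave 362 at the same threshold. Of the alternatives set before the data were examined, DESeq2 on the recovered reads (930) and median scaling (626) lie within 1.5 times the paper's count, and all others do not (0 to 579). DESeq2 is the tool named in the paper's methods. The paper gives 1337 genes lower, and limma gave 697. DESeq2 on the recovered reads (1375) lies within 1.5 times the paper's count, and all other alternatives set before the data were examined do not (0 to 852). DESeq2 with its filtering at 0.1 gave 942 and 1364, an alternative chosen after seeing the values, and leaves 1 of the 4 target genes the paper names uncalled, as DESeq2 did without that change. Without mouse A5217, also chosen after seeing the values, DESeq2 gave 486 and 1025, and called neither *Cdkn1a* nor *Cdkn2b*.

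The paper lists *Cdkn1a* and *Cdkn2b* among the significantly downregulated targets. The log2 fold change of *Cdkn1a* was -0.59 with an adjusted p = 0.128 from limma, 0.056 from DESeq2 and 0.126 from edgeR, and no alternative run called it. *Cdkn2b* had -0.79 with an adjusted p = 0.139 from limma; it was called with DESeq2 over the 10 mice (0.0386, or 0.0377 filtered at 0.1, but 0.0942 without A5217) and by limma without *Ctl* mouse A5215 (0.0218), whose count of 181 is the lowest of the *Ctl* mice. *Id1* and *Id3*, the other targets it lists, were called by limma, DESeq2 and edgeR. In Fig. 4D the paper draws hypoxia as lower and DNA repair and bile acid metabolism as higher in these cells. The lists of hypoxia and glycolysis (adjusted p = 0.937), DNA repair (0.0574) and bile acids (0.190), which are not the paper's Hallmark sets, did not pass camera at a preset correlation. The DNA repair list was called as higher by pre-ranked GSEA (0.0214), the method of the paper, and by camera without a filter (0.0162), with the *Xist* covariate (0.0332), and without A5626 (0.0198), A5628 (0.0207), A5216 (0.0444) or A5217 (0.0252), but not with an estimated correlation (0.413). No alternative called the other 2 lists, and pre-ranked GSEA gave 0.596 for hypoxia and 0.0947 for bile acids.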

Other observations

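Several genes of detoxification, peroxisomes and the digestive tract rose in *Smad4 del* cells. Of 29 genes of xenobiotic and glutathione metabolism, 5 rose and 1 fell (12 higher and 3 lower when adjusted over the list alone). The lower one, *Cyp1a1* (-2.13, adjusted p = 0.00996), was singled out after its value was seen, and among the higher ones are *Ugt2b34*, the glutathione transferase gene *Gsta4* (log2 fold change 0.89, adjusted p = 0.00468) and the aldehyde dehydrogenase genes *Aldh1a7* (1.40, adjusted p = 0.00672) and *Aldh1a1* (0.49, adjusted p = 0.00872 from limma), close copies that can share reads. Of 39 peroxisome genes, 5 rose and 0 fell (8 higher when adjusted over the list alone), with *Crot* (0.87), *Ephx2* (0.81) and *Amacr* (0.96). Hepatocyte markers moved with both lists. The mean log2 levels of xenobiotic genes, peroxisome genes and hepatocyte markers were highest in *Smad4 del* mouse A5217 (10.67, 10.06 and 11.19). They were lowest in *Ctl* mouse A5221 (9.76, 9.54 and 9.34). The pelleting of hepatocytes before the sort and the EPCAM gate should remove these cells. Whether RNA of hepatocytes contributes to these rises was not tested. Of 19 genes of gallbladder and gastrointestinal epithelium, 7 rose and 2 fell (9 higher and 3 lower when adjusted over the list alone), including the guanylin genes *Guca2a* and *Guca2b* (1.18, adjusted p = 0.00488) and the trefoil factor gene *Tff2* (0.97, adjusted p = 0.00677 from limma). The 2 that fell, singled out after their values were seen, are *Ctse* (-2.14, adjusted p = 9.41e-05) and *Agr2* (-3.41, adjusted p = 0.0306 from limma). *Fgf15*, an intestinal hormone induced by bile acids, was at 0 to 2.88 normalized counts in *Ctl* and 13.6 to 42.5 in *Smad4 del* mice, and *Insm1*, a transcription factor of neuroendocrine cells, at 2.22 to 7.67 and 29.5 to 46.9 (adjusted p = 0.00427 for each from limma). *Slc10a2*, which takes up bile acids at the apical membrane, had 0.72 (adjusted p = 0.0259 from limma), and was with *Amacr* and *Fgf15* 1 of 3 bile acid genes of 17 that rose (3 higher and 0 lower when adjusted over the list alone). Camera gave adjusted p = 3.44e-04 for xenobiotic, 5.56e-04 for peroxisome and 0.0574 for digestive tract genes, and with an estimated correlation the adjusted p = 0.293, 0.302 and 0.259, so neither of the first 2 calls was kept. DESeq2 called, as higher and as lower and with the counts without A5217 in parentheses, 12 and 2 (5 and 1) xenobiotic, 11 and 1 (5 and 0) peroxisome, 8 and 3 (8 and 3) digestive tract and 3 and 1 (3 and 0) bile acid genes. The digestive tract list was called as higher in 9 of 26 alternatives.

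Among the other lists, 6 of 38 interferon and antigen presentation genes fell, such as *Cxcl10* (-1.69, adjusted p = 0.0314 from limma), with 1 without *Ctl* mouse A5215 (0 higher and 6 lower when adjusted over the list alone). Of 16 Hippo-YAP targets, 2 fell (*Lats2*, -0.74, and *Nuak2*, -0.77; 0 higher and 4 lower when adjusted over the list alone). Of 13 Notch genes 0 passed limma's test (7 at an unadjusted p under 0.05, 6 by DESeq2, 1 by edgeR, 0 higher and 5 lower when adjusted over the list alone), with *Hes1* at -0.55 (adjusted p = 0.190). Camera gave adjusted p = 8.61e-05, 0.0306 and 0.0150 for these 3 lists, and with an estimated correlation the adjusted p = 0.413 for each. Of 26 alternatives, 2 ended the interferon, 7 the Hippo-YAP and 3 the Notch call in the same direction. For each list 1 more, the endothelial covariate, turned the direction (adjusted p = 0.566 for interferon and 0.983 for Hippo-YAP and for Notch). Of the members that follow, those outside the named genes (*Mbd4*, *Tnfrsf19* and *Tpi1*) are given because they passed, after their values were seen. Of CDK inhibitors and p53 targets, 1 of 21 rose, *Pmaip1* (0.89, adjusted p = 0.0171 from limma), and 0 fell (3 higher and 2 lower when adjusted over the list alone). Of 14 genes of DNA methylation, *Dnmt1* rose (0.52, adjusted p = 0.0275) and *Mbd4* fell (-0.95, adjusted p = 0.0273 from limma; 1 higher and 1 lower when adjusted over the list alone). Of 10 Wnt targets, *Tnfrsf19* rose (0.58, adjusted p = 0.0479), and *Apcdd1* (-1.14) and *Nkd1* (-1.55) fell (2 higher and 3 lower when adjusted over the list alone). Of 27 genes of hypoxia and glycolysis, *Tpi1* rose (0.42, adjusted p = 0.0239), and *Ddit4* (-0.64) and *Hk1* (-0.58) fell (3 higher and 4 lower when adjusted over the list alone). DESeq2 called, counted the same way, 0 and 6 (0 and 6) interferon, 0 and 4 (0 and 2) Hippo-YAP, 3 and 3 (1 and 0) CDK inhibitor, 1 and 1 (1 and 1) DNA methylation, 2 and 2 (0 and 2) Wnt and 2 and 4 (2 and 3) hypoxia genes. Limma called 0 of 17 heme and iron genes (6 at an unadjusted p under 0.05, 4 by DESeq2, 0 by edgeR, 3 higher and 1 lower when adjusted over the list alone), 0 of 37 DNA repair genes (7 at an unadjusted p under 0.05, 4 by DESeq2, 0 by edgeR, 0 higher and 0 lower when adjusted over the list alone), 0 of 6 Hedgehog genes (2 at an unadjusted p under 0.05, 0 by DESeq2, 0 by edgeR, 0 higher and 0 lower when adjusted over the list alone) and 0 of 20 immediate early genes (4 at an unadjusted p under 0.05, 1 by DESeq2, 0 by edgeR, 0 higher and 0 lower when adjusted over the list alone). Without A5217, DESeq2 called 3 Notch, 0 heme and iron, 0 DNA repair and 0 immediate early genes. Immediate early genes were abundant in both cohorts, with *Fos* at 67082 ± 6415 normalized counts in *Ctl* and 59226 ± 10580 in *Smad4 del* cells (SD, n = 5 each).

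Of 33 hepatocyte markers, *Ambp* rose (0.63, adjusted p = 0.0201 from limma) and 0 fell (1 higher and 0 lower when adjusted over the list alone; DESeq2 called 7 higher, or 3 without A5217, and edgeR 1). Of 18 macrophage markers *Cd163* fell (-6.34, adjusted p = 0.0239), with 15 lower when adjusted over the list alone, but DESeq2 and edgeR called 0 (*Cd163* adjusted p = 0.108 and 0.0748), and of 7 lymphocyte markers *Cd4* fell (-4.15, adjusted p = 0.0268 from limma, 8.89e-04 from DESeq2 and 0.0556 from edgeR; 0 higher and 1 lower when adjusted over the list alone). Limma called 0 of 8 mesothelial (6 at an unadjusted p under 0.05, 3 by DESeq2, 0 by edgeR, 0 higher and 6 lower when adjusted over the list alone), 0 of 7 neutrophil (2 at an unadjusted p under 0.05, 1 by DESeq2, 0 by edgeR, 0 higher and 1 lower when adjusted over the list alone), 0 of 5 erythroid (0 at an unadjusted p under 0.05, 0 by DESeq2, 0 by edgeR, 0 higher and 0 lower when adjusted over the list alone) and 0 of 6 platelet markers (0 at an unadjusted p under 0.05, 0 by DESeq2, 0 by edgeR, 0 higher and 0 lower when adjusted over the list alone). Without A5217, DESeq2 called 2 mesothelial markers and 1 neutrophil marker. Of 3 tuft and neuroendocrine markers tested, *Insm1* rose and *Avil* fell (-3.38, adjusted p = 0.0275 from limma; 1 higher and 1 lower when adjusted over the list alone). Camera gave adjusted p = 0.00174 for cholangiocyte, 0.00299 for hepatocyte, 2e-06 for macrophage, 0.00234 for mesothelial and 0.0448 for lymphocyte markers. With an estimated correlation these were adjusted p = 0.438, 0.481, 0.413, 0.413 and 0.413, so none was kept. Of 26 alternatives, 11 ended the lymphocyte call in the same direction, and 1 more, the macrophage covariate, turned its direction (adjusted p = 0.397). The hepatocyte call ended in 3, the cholangiocyte call in 2 and the mesothelial and macrophage calls in 1 each, in the same direction. The endothelial covariate turned the cholangiocyte (adjusted p = 0.606) and mesothelial lists (adjusted p = 0.798). The macrophage covariate turned the macrophage list (adjusted p = 0.363). The lists that did not pass camera had adjusted p = 0.0680 for mitochondrially encoded transcripts, 0.190 for bile acids, 0.937 for hypoxia, 0.904 for CDK inhibitors, 0.632 for Wnt, 0.277 for Hedgehog, 0.920 for heme, 0.383 for DNA methylation, 0.0574 for DNA repair and 0.264 for immediate early genes. Mitochondrially encoded transcripts and DNA repair genes were called in 6 and 7 of 26 alternatives, as lower and as higher. Among markers the adjusted p was 0.0766 for neutrophils, 0.847 for erythroid cells, 0.363 for platelets and 0.623 for tuft cells. The camera direction of the heme list was higher against a median of -0.0619 and a mean of -0.0908, and that of the tuft list was higher with a median of 0.179 and a mean of -0.052. Leaving out 1 mouse ended limma's call of *Amacr* without A5217 (adjusted p = 0.0570), *Ambp* without A5221, A5217 or A5218 (adjusted p = 0.0525 to 0.0576), *Cxcl10* without A5221, A5626, A5217, A5218 or A5624 (adjusted p = 0.0569 to 0.0773), *Slc10a2* without A5215, A5221, A5626, A5217 or A5218 (adjusted p = 0.0528 to 0.0708), *Lats2* without A5217 or A5218 (adjusted p = 0.0535 to 0.0595), *Nuak2* without A5626, A5217, A5218 or A5624 (adjusted p = 0.0698 to 0.0814) and *Dnmt1* without A5215, A5221, A5217 or A5624 (adjusted p = 0.0518 to 0.0677). It also ended that of *Apcdd1* without A5215, A5221, A5628, A5217, A5218 or A5624 (adjusted p = 0.0646 to 0.0864), *Nkd1* without A5215, A5221, A5628, A5217 or A5624 (adjusted p = 0.0556 to 0.0705), *Hk1* without A5215, A5221, A5626, A5628, A5216, A5217 or A5218 (adjusted p = 0.0724 to 0.0986), *Cd163* without A5215, A5221, A5626, A5217, A5218 or A5624 (adjusted p = 0.0501 to 0.0657) and *Cd4* without A5215, A5221, A5626, A5218 or A5624 (adjusted p = 0.0539 to 0.0670). *Xist*, expressed from the inactive X chromosome of females, was at 768.9 and 822.6 normalized counts in *Ctl* mice A5221 and A5628 and 888.9 in *Smad4 del* mouse A5447, and at 0 to 1.7 in the other 7 mice.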
